# Integrated Omics Analysis Uncovers the Culprit behind Exacerbated Atopic Dermatitis in a Diet-Induced Obesity Model

**DOI:** 10.3390/ijms25084143

**Published:** 2024-04-09

**Authors:** You Mee Ahn, Jeeyoun Jung, So Min Lee

**Keywords:** atopic dermatitis, obesity, lipidomics, transcriptomics, arachidonic acid, phospholipid metabolism

## Abstract

Atopic dermatitis (AD), a chronic inflammatory skin disease, is exacerbated by obesity, yet the precise linking mechanism remains elusive. This study aimed to elucidate how obesity amplifies AD symptoms. We studied skin samples from three mouse groups: sham control, AD, and high-fat (HF) + AD. The HF + AD mice exhibited more severe AD symptoms than the AD or sham control mice. Skin lipidome analysis revealed noteworthy changes in arachidonic acid (AA) metabolism, including increased expression of *pla2g4*, a key enzyme in AA generation. Genes for phospholipid transport (*Scarb1*) and acyltransferase utilizing AA as the acyl donor (*Agpat3*) were upregulated in HF + AD skin. Associations were observed between AA-containing phospholipids and skin lipids containing AA and its metabolites. Furthermore, imbalanced phospholipid metabolism was identified in the HF + AD mice, marked by excessive activation of the AA and phosphatidic acid (PA)-mediated pathway. This imbalance featured increased expression of *Plcb1*, *Plcg1*, and *Dgk* involved in PA generation, along with a decrease in genes converting PA into diglycerol (DG) and CDP-DG (*Lpin1* and *cds1*). This investigation revealed imbalanced phospholipid metabolism in the skin of HF + AD mice, contributing to the heightened inflammatory response observed in HF + AD, shedding light on potential mechanisms linking obesity to the exacerbation of AD symptoms.

## 1. Introduction

Atopic dermatitis (AD) is a chronic inflammatory disease with a complex pathophysiology ranging from an imbalanced type 1 helper (Th1)/type 2 helper (Th2) ratio to defective innate immune system and skin barrier function [1]. This imbalance extends its influence to epithelial cells, impacting epithelial polarization through a transcription factor network [2]. The increasing prevalence of both AD and obesity can be attributed to various factors, such as Western-style diets, urbanization, and changes in family structures [1,3,4,5]. Extensive research has explored the association between obesity and AD, with meta-analyses confirming this link [6,7,8]. Experimental models have shed light on the connections between AD and obesity, implicating adipokines like leptin and adiponectin in both conditions [7]. Additionally, impaired lymphatic function in obesity has been proposed to exacerbate dermatitis hypersensitivity [8]. Furthermore, prostaglandins, pivotal in type 2 diseases, require consideration [9]. The link between AD and obesity gains further support from evidence of tissue-based low-grade inflammation in obese individuals without comorbidities [10]. However, the precise mechanisms underlying how obesity exacerbates AD, and the mediators involved, remain incompletely understood.

High-fat diets can induce alterations in plasma lipid profiling, impacting lipid metabolism in various organs [11]. Given the essential role of lipids in maintaining skin health, these changes in blood lipid metabolism are likely to influence skin lipid metabolism, especially in conditions like AD [12]. Consequently, investigating both skin lipid metabolism and circulating lipid profiles may reveal crucial mechanisms contributing to the exacerbation of AD associated with obesity.

Lipidomics, in conjunction with transcriptomics, has shed light on disease-related alterations in the lipidome, offering insights into overall gene expression and differentially expressed genes (DEGs) [13,14]. In the context of atopic dermatitis (AD), lipid mediators like prostaglandins and specialized pro-resolving mediators (SPMs) play pivotal roles in regulating inflammation and immune responses [15]. Understanding the involvement of these mediators enhances our comprehension of AD pathogenesis and offers potential therapeutic targets, especially in the context of obesity-induced metabolic disturbances. To explore these mechanisms, we developed AD models using dinitrochlorobenzene (DNCB) treatment in normal-weight mice fed a chow diet and obese mice fed a high-fat diet (HF), with 60% of the calories derived from lipids. Integrating transcriptomic and lipidomic analyses, our aim was to unravel the underlying molecular mechanisms driving AD exacerbation in the context of obesity. Furthermore, we investigated the altered relationship between circulating lipids and skin lipids induced by the HF diet, aiming to reveal the underlying mechanisms contributing to changes in AD-exacerbating factors.

## 2. Results

### 2.1. High-Fat-Diet-Induced Obesity Exacerbates DNCB-Induced AD-Like Lesions

The development of an obesity–AD comorbidity model is schematically shown in Figure 1A. The HF + AD group had significantly higher body weights than the AD group starting from two weeks to the end of the experiment. The AD group exhibited lower body weights than the sham group starting from 4 to 8 weeks (Figure 1B).

Histopathological examination revealed marked thickening of the skin tissues in the AD and HF + AD mice compared with the sham mice, as evidenced by hyperplasia of epidermal keratinocytes and dermal infiltration of inflammatory and mast cells (Figure 1C). The skin thickening was more severe in the HF + AD group than in the AD group (Figure 1D; *p* < 0.001 for all comparisons). The dorsal skin exhibited similarities to the ear skin as well. Plasma IgE levels were also increased in the order of sham, AD, and HF + AD (Figure 1E), along with changes in Th2 cytokines such as IL-4 (Figure 1F). These changes fell within the detection limits of the utilized assay, as indicated by the LLODs and HLODs in Table 1. These results implied that there were more severe AD symptoms exhibited by the HF + AD mice than those for the AD and sham mice.

### 2.2. Untargeted Skin Lipidomics Demonstrates Changes in Lipid Metabolism in HF + AD Mice

To confirm the changes in lipid metabolism in the skin of the HF-diet-induced obesity AD model, we performed unbiased lipidomics analysis on skin samples. As shown in Figure 2A, the score plot of PLS-DA using the untargeted skin lipidome data shows different lipid patterns among the sham, AD, and HF + AD groups. This model was validated by a 999-repeated permutation test.

Metabolites that significantly contributed to model establishment (with a variable importance on projection score > 1) and were pattern-analysis-matched are shown in Figure 2B. Specifically, fatty acids showed different patterns in accordance with the level of saturation. The abundance of mono-unsaturated fatty acids decreased, whereas that of polyunsaturated fatty acids increased in the following order: sham, AD, and HF + AD. The abundance of diglyceride (DG), lysophosphatidylcholine (LPC), phosphatidylcholine (PC), and lysophosphatidylethanolamine (LPE) increased in the following order: sham, AD, and HF + AD. Carnitine (CAR) and ceramide levels in the AD and HF + AD mice were lower than those in the sham mice (Figure 2B).

Of these lipid metabolites, 12 exhibited statistical significance in all-pair comparisons (Figure 2C). The levels of fatty acid (FA) 20:4, 24:4, and 24:5; LPE O-18:1; LPC 18:0; DG 38:6; and TG 44:2 and 48:4 were the highest in the HF + AD group. In contrast, the levels of CARs, such as CAR 15:0, 17:0, 17:1, and 18:1, were the lowest in the HF + AD group. The metabolic pathway enrichment analysis of these 12 metabolites indicated significant changes in arachidonic acid (AA) metabolism and the regulation of inflammatory mediator transient receptor potential channels (*p* < 0.05) in the HF + AD group compared to the other groups (Table 1).

### 2.3. Transcriptomic Analysis Highlights Distinctions in Pathways Associated with Atopic Immune Responses and Lipid Metabolism between AD and HF + AD

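Skin RNA from 5 AD mice and 7 HF + AD mice was sequenced with a kit that reads the 3′ end of each mRNA (QuantSeq), with 1 library per mouse, and the authors deposited the number of reads they counted on each gene, without normalization. AD-like lesions had been induced in both groups with 0.5% DNCB for 6 weeks, and the HF + AD mice had been fed the high-fat diet for 10 weeks. The legend of Fig. 3 gives 7 AD mice, whereas counts of 5 were analysed here. Genes are listed by symbol, and the paper's text does not name the genome build, the aligner or the counting program. Gene positions are taken from GENCODE M21 on GRCm38. Between 9746937 and 11688979 reads per AD mouse were counted on genes (median 11111566), and between 10726845 and 13462434 per HF + AD mouse (median 12398847). A count of 0 in 1 library, which allows up to 3 counts, stands for a level of up to 0.308 CPM in the AD group and up to 0.280 CPM in the HF + AD group. No molecular identifiers are described, so that these limits cover counting error only. At least 1 read was counted on 13100 to 15063 genes per AD mouse (median 14218) and on 15522 to 16677 genes per HF + AD mouse (median 16044). The number of counts per sequenced molecule was estimated for each library from the share of genes at 0 among those with 10 to 200 counts expected from the other libraries of its group. It was 21.4 ± 10.2 (SD, n = 5) in the AD group and 5.87 ± 1.32 (SD, n = 7) in the HF + AD group, with no overlap (two-sided exact permutation test of the difference in means, p = 0.00126, the smallest that the 792 splits of 12 mice into 5 and 7 allow). By this estimate the 5 AD libraries together hold so few molecules that 3 of these stand for 0.991 CPM. Counts were normalized by edgeR's TMM method, and the 14163 genes kept by its filter on low counts (filterByExpr) were tested with its quasi-likelihood test and Benjamini–Hochberg adjustment. Single genes are given as log2(CPM + 1), the scale of Fig. 4 and Fig. 6, with a two-sided exact permutation test of the difference in means over all 792 splits.

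**Figure D1:**
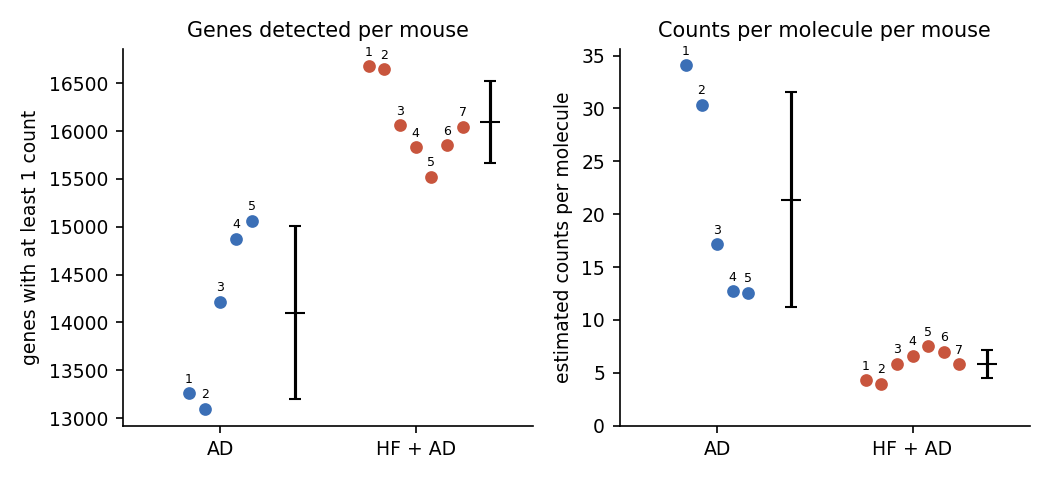
Number of genes with at least 1 count (left) and estimated counts per molecule (right) in each AD and HF + AD library, with points numbered by mouse and black bars for the mean ± SD. All AD libraries lie under the HF + AD libraries on the left (13100 to 15063 against 15522 to 16677 genes) and above them on the right.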

To identify the underlying cause of the differences in AD symptoms and lipid patterns between the AD and HF + AD groups, we conducted transcriptomic analysis, obtaining skin samples from the AD and HF + AD mice.

In total, 2080 and 1410 genes were differentially up- and down-regulated in the HF + AD group compared with their expression in the AD group, respectively (*p* < 0.05; Figure 3A). 

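At an unadjusted p under 0.05, 1743 genes were higher and 1808 were lower in the HF + AD group. After adjustment, 627 genes were higher and 676 were lower at an adjusted p under 0.05, which makes 1303 in all and 48.1% of them higher. With the study's unpaired two-group test on log2(CPM + 1), 2216 genes were higher and 1685 lower before adjustment, and 476 and 433 after it. Among the fits that left out 1 mouse, the number of genes past the adjusted threshold fell most without HF + AD mouse 2, to 654, of which 652 were among the 1303. It was 695 without HF + AD mouse 1, 804 without HF + AD mouse 4 and 811 without AD mouse 2. Scaling by library totals alone gave 1259 genes, 59.1% of them higher. Of the 13200 genes tested that had a mean count of at least 20, the values of the 5 AD mice and the 7 HF + AD mice did not overlap for 735, or 5.57% (374 higher, 361 lower), where chance gives 0.253%. In the fifth of genes with the lowest mean expression, 48 were higher and 6 were lower at an adjusted p under 0.05, against 240 and 383 in the fifth with the highest. In the fifth with the lowest transcript GC content, 72 genes were higher and 213 lower, against 195 and 60 in the fifth with the highest.

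**Figure D2:**
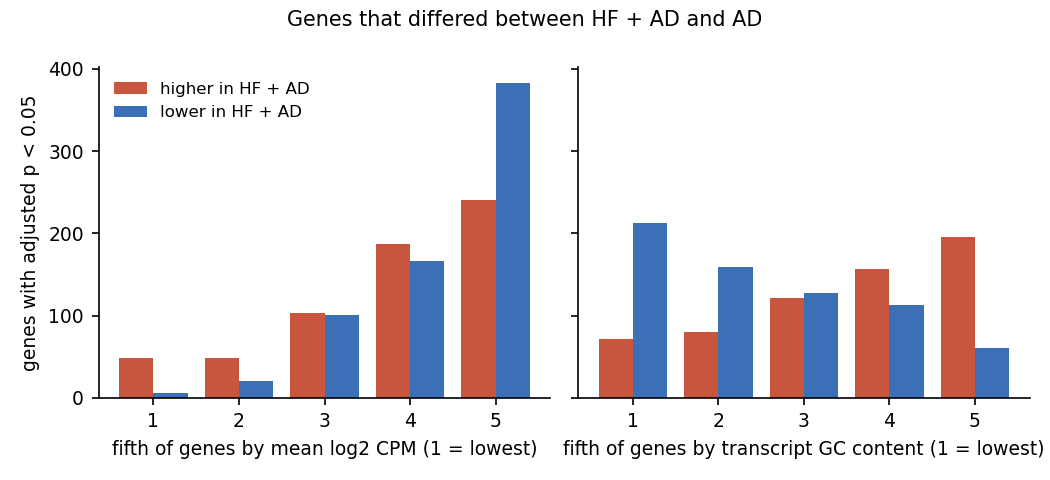
Number of genes with an adjusted p under 0.05 that were higher (red) or lower (blue) in the HF + AD group, in 5 groups of equal size by mean log2 CPM and by transcript GC content. Higher genes outnumber lower ones in the fifth of lowest expression (48 against 6) and in the fifth of highest GC content (195 against 60).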

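In Fig. 3C the study lists 13 genes for Th1 and Th2 cell differentiation and 19 for leukocyte transendothelial migration. Enrichment itself was not analysed here, since it needs pathway sets that were not at hand. Of the first list, 10 genes had enough counts to be tested, and all 10 were higher in the HF + AD group. For 9 of them the unadjusted p was under 0.05, and Stat6 alone passed the adjusted threshold over all genes tested, with a log2 fold change of 0.68 (adjusted p = 0.0334); adjusted over the list alone, 9 genes passed. The study chose both lists from genes higher in these mice, so that neither their direction nor a count adjusted over the list alone is independent evidence. Over all genes tested, 0 of the list passed without AD mouse 2 or without HF + AD mouse 1, 2, 4, 6 or 7, although 9 were still under an unadjusted p of 0.05. By contrast, 4 passed without AD mouse 1 and 2 without AD mouse 5 or HF + AD mouse 5. From the leukocyte migration list, 18 genes were tested and 18 were higher, 17 of them at an unadjusted p under 0.05. There 14 passed the adjusted threshold over all genes tested and 17 when adjusted over the list alone. The 14 became 9 without AD mouse 3, and 7 without HF + AD mouse 1 or without HF + AD mouse 2.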

A pathway enrichment analysis using 2080 of the up-regulated genes showed that pathways related to atopic immune responses such as Th1 and Th2 cell differentiation and leukocyte transendothelial migration were more significantly up-regulated in the HF + AD group than in AD mice. Specifically, the mRNA expression of IL-13, a representative Th2 cytokine [16], was higher in the HF + AD mice than in the AD mice. In addition, the PI3-Akt signaling pathway exhibited the highest log10(p) value (Figure 3B); this pathway is linked to the activation of peripheral T cells in AD patients, resulting in the secretion of cytokines such as IL-6 and IL-10 [17]. 

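Il13 lies on chromosome 11 from 53631324 to 53634702. No read was counted on it in the 5 AD mice, and 0 to 11 reads were counted per HF + AD mouse, with at least 1 read in 6 of the 7. Its log2(CPM + 1) was 0.00 in the AD group and 0.45 ± 0.35 (SD, n = 7) in the HF + AD group (two-sided exact permutation test, p = 0.0341). The gene had too few counts to be kept by the filter of the test across all genes, and without a filter its adjusted p was 0.0698 from edgeR and 0.134 with the study's two-group test. The HF + AD mean of 0.40 CPM lies below what 3 molecules in the 5 AD libraries stand for, so that no fold is given. When AD counts were drawn with each AD library's counts per molecule, at the level of an HF + AD mouse picked at random for each library, 33.8% of 100000 draws were as low as the observed ones.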

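Fig. 3C lists 53 genes of the PI3K-Akt pathway, of which 46 had enough counts to be tested. All 46 were higher in the HF + AD group, 35 of them at an unadjusted p under 0.05 and 18 at an adjusted p under 0.05. Adjusted over the list alone, the number was 35, with the same limit on independence as for the other lists of this figure. The 18 genes became 11 without AD mouse 2, and 9 without AD mouse 3, HF + AD mouse 1 or HF + AD mouse 2.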

In line with this, we also verified that there was significantly higher mRNA expression of IL-6 in the HF + AD mice than in the AD group. Furthermore, the pathways involved in lipid metabolism, such as the phospholipase D, sphingolipid, and the fatty acid elongation pathways, were also more significantly up-regulated in the HF + AD group. 

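Between 0 and 4 reads per AD mouse and between 0 and 19 per HF + AD mouse were counted on Il6, which lies on chromosome 5 from 30013114 to 30019981. Its log2(CPM + 1) was 0.12 ± 0.21 (SD, n = 5) in the AD group and 0.61 ± 0.49 (SD, n = 7) in the HF + AD group, a difference within the spread between mice (two-sided exact permutation test, p = 0.0846). The study's unpaired test on the same values did not reach 0.05 either. A value above those of all AD mice was found in 4 of the 7 HF + AD mice. The exact permutation p was 0.0346 without HF + AD mouse 4 or without HF + AD mouse 5, and up to 0.142, without AD mouse 2. Il6 was not kept by the filter on low counts (without a filter, adjusted p = 0.310 from edgeR and 0.252 with the study's two-group test), and 29.2% of 100000 draws at the HF + AD level were as low as the AD counts.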

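The lists of Fig. 3C hold 26 genes for phospholipase D signaling, 21 for sphingolipid signaling and 6 for fatty acid elongation. For phospholipase D signaling, 19 genes were tested and 19 were higher, with 17 at an unadjusted and 8 at an adjusted p under 0.05 (17 adjusted over the list alone). Without AD mouse 3 or without HF + AD mouse 2, the 8 became 5. For sphingolipid signaling, 18 were tested and 18 were higher, with 16 at an unadjusted and 7 at an adjusted p under 0.05 (16 adjusted over the list alone). The 7 became 4 without AD mouse 4, HF + AD mouse 1 or HF + AD mouse 7. All 6 genes of fatty acid elongation were tested and higher, 5 of them at an unadjusted p under 0.05 and 5 adjusted over the list alone. Over all genes tested, Elovl1 and Hadha passed, with log2 fold changes of 0.70 (adjusted p = 0.0343) and 0.87 (adjusted p = 0.0363). No gene of this list passed without AD mouse 2 or 4 or HF + AD mouse 1, 2 or 4, with at least 5 under an unadjusted p of 0.05, and 1 passed without AD mouse 3, HF + AD mouse 6 or HF + AD mouse 7.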

The genes involved in these enriched pathways are listed in Figure 3C.

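Together the 6 lists hold 105 genes, and 88 had enough counts to be tested. All 88 were higher in the HF + AD group, 76 at an unadjusted and 40 at an adjusted p under 0.05, and 76 adjusted over the list alone. Without AD mouse 3 the 40 became 23, and 20 without HF + AD mouse 1 or 2. The study's unpaired test gave an unadjusted p under 0.05 for 98 of the 105. The other 17 genes had too few counts, and for 14 of the 105 each AD library held at most 3 counts.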

### 2.4. The Enriched KEGG Pathway Network Reveals the Involvement of Phospholipase Activation in Mediating the Inflammatory Response in the Skin of HF + AD Mice

ClueGO enrichment analysis using up-regulated genes with over 2-fold changes between AD and HF + AD (Figure 4A) indicated that the predominant enrichment pathways are as follows: phospholipase D pathway (31.25%), necroptosis (25%), complement and coagulation cascades (25%), viral protein infection with cytokine and cytokine receptor (6.25%), metabolism of xenobiotics by cytochrome P450 (6.25%), and ECM–receptor interaction (6.25%). Among these genes, those encoding phospholipase C, including phospholipase C gamma 1 (*Plcg1*) and phospholipase C beta 1 (*Plcb1*), the latter of which hydrolyzes phospholipids and generates two second messengers, inositol 1,4,5-triphosphate (IP3) and DG [18], and phospholipase A, specifically phospholipase A2 group member IVA (*Pla2g4a*), which converts phospholipids to AA and lysophospholipids, were found to be co-expressed in two major pathways: the phospholipase D signaling and necroptosis pathways. 

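At an unadjusted p under 0.05 there were 576 genes higher by more than 2-fold and 196 genes lower by more than 2-fold in the HF + AD group. The number of higher ones moved most without a filter on low counts, to 1486. The network of Fig. 4B shows 75 genes, and 74 were found under the same or an earlier symbol (Ccn2 as Ctgf, Plpp3 as Ppap2b), whereas Gstp3 was not. Of these, 69 were tested and 69 were higher, 59 at an unadjusted and 29 at an adjusted p under 0.05, and 59 adjusted over the list alone. The study drew these genes from those higher by over 2-fold in these mice. Their direction and the count adjusted over the list alone are therefore not independent evidence. Of the 59 at an unadjusted p under 0.05, 54 were higher by more than 2-fold. The 29 became 18 without HF + AD mouse 1 or without HF + AD mouse 2. The ClueGO terms were not analysed here.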

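Plcg1 (chromosome 2, 160731300 to 160775760) had 0 or 1 read per AD mouse and 7 to 50 reads per HF + AD mouse. Its log2(CPM + 1) was 0.049 ± 0.068 (SD, n = 5) in the AD group and 1.21 ± 0.60 (SD, n = 7) in the HF + AD group, and all 7 HF + AD mice lay above all AD mice (two-sided exact permutation test, p = 0.00126). It had too few counts for the filter, and without a filter its adjusted p was 0.0271 from edgeR and 0.0474 with the study's two-group test. Of 100000 draws at the HF + AD level, 3.41% were as low as the AD counts, and 6.34% without HF + AD mouse 4. Plcb1 (chromosome 2, 134786067 to 135475258) had 0 to 17 reads per AD mouse and 16 to 111 per HF + AD mouse, and its log2(CPM + 1) rose from 0.72 ± 0.66 (SD, n = 5) to 2.33 ± 0.62 (SD, n = 7) (two-sided exact permutation test, p = 0.00253, 6 of 7 above all AD mice). Across all genes its log2 fold change was 2.49 (standard error 0.92, adjusted p = 0.0990 from edgeR), and over 23 alternatives the adjusted p lay between 0.0167 and 0.291 and was under 0.05 in 4. For Plcb1, 0.915% of draws were as low. Pla2g4a (chromosome 1, 149829618 to 149961290) had 14 to 61 reads per AD mouse and 67 to 149 per HF + AD mouse. It rose from 2.15 ± 0.69 (SD, n = 5) to 3.31 ± 0.34 (SD, n = 7), with 6 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.00253). Its log2 fold change was 1.24 (standard error 0.43, adjusted p = 0.0822 from edgeR), with an adjusted p between 0.0278 and 0.218 over 25 alternatives, under 0.05 in 5 of them. Here 1.40% of draws were as low.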

(Figure 4B,C).

We identified significant alterations in the expression of mRNA related to the AA inflammatory pathway, such as arachidonate 5-lipoxygenase-activating protein (*Alox5ap*)*,* prostaglandin E receptor 2 (*Ptger2*), and prostaglandin D receptor 2 (*Ptgdr2*), in the HF + AD groups compared with the AD group (Figure 4D).

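Alox5ap (chromosome 5, 149264767 to 149288153) had 31 to 87 reads per AD mouse and 84 to 515 per HF + AD mouse. Its log2(CPM + 1) was 2.61 ± 0.46 (SD, n = 5) and 4.21 ± 0.73 (SD, n = 7), and 6 of the 7 HF + AD mice exceeded all AD mice (two-sided exact permutation test, p = 0.00505). The log2 fold change of 1.86 (standard error 0.40) passed the adjusted threshold (adjusted p = 0.0113 from edgeR), as it did in 23 of 25 alternatives, over which the adjusted p lay between 0.000177 and 0.135. Ptger2 (chromosome 14, 44988195 to 45003820) had no read in any AD mouse and 0 to 32 reads per HF + AD mouse, or 1.02 ± 0.71 (SD, n = 7) on the log2 scale, with reads in 6 of 7 mice (two-sided exact permutation test, p = 0.0177). It had too few counts for the filter, and without a filter its adjusted p was 0.0309 from edgeR and 0.100 with the study's two-group test. Ptgdr2 (chromosome 19, 10937160 to 10942511) rose from 2.07 ± 0.62 (SD, n = 5) to 2.88 ± 0.41 (SD, n = 7), and 5 of 7 HF + AD mice lay above all AD mice (two-sided exact permutation test, p = 0.0126). Across all genes its log2 fold change was 0.92 (standard error 0.47), which edgeR's test did not call (adjusted p = 0.236, and unadjusted p = 0.0673), nor did any of 24 alternatives. Of 100000 draws at the HF + AD level, 0.053% were as low as the AD counts for Alox5ap, 5.81% for Ptger2 and 8.19% for Ptgdr2. Fig. 4D shows 14 genes, of which 12 were tested and 10 were higher. The other two were Alox15 (log2 fold change −0.020) and Ptgfr (−0.090); their direction, and that of Ptges2 (0.041) and Ptges3l (0.0013), changed with the scaling or a GC correction chosen after seeing the data. Alox5ap and Ptgds had an unadjusted p under 0.05, and Alox5ap alone passed after adjustment, also adjusted over the list alone. The number at an unadjusted p under 0.05 was 4 without AD mouse 1, and 1 without AD mouse 4 or HF + AD mouse 2.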

### 2.5. Circulating AA Correlated with the Changes in AA and Its Metabolites in Skin of HF + AD Mice

We examined the relationship between AA and its metabolites in the plasma and skin. In the plasma of the HF + AD mice, the levels of AA (FA 20:4) exceeded those in the sham group, and the levels of metabolites (FA 24:4, and FA 24:5) were significantly higher in the HF + AD group than in the sham and AD groups (Figure 5A). Circulating FA 20:4, FA 24:4, and FA 24:5 also showed significant associations with FA 20:4, FA 24:4, and FA 24:5 in skin (Figure 5B).

The correlation network analysis provided a more detailed depiction of the relationships between AA and its metabolites in the plasma and skin (Figure 5B). The presence of phospholipids (PCs and PEs), containing FA 20:4, FA 24:4, and FA 24:5, circulating in the blood, exhibited the positive associations with variations in lipids containing FA 20:4, FA 24:4, and FA 24:5 in the skin. However, TGs containing FA 20:4, FA 24:4, and FA 24:5 were negatively correlated with lipids containing FA 20:4, FA 24:4, and FA 24:5 in the skin.

Among skin lipids, FA 20:4 and FA 24:4 displayed notable correlations with specific lipid molecules such as DGs (DG 18:0_20:4; DG 18:1_20:4) and LPC (LPC 20:4) (Figure 5B), which may reflect the activation of phospholipase C and phospholipase A.

### 2.6. HF-Diet-Induced Obesity Altered the Expression of Lipid Transporter Genes in Skin of DNCB-Induced AD-like Lesions

To confirm the potential association between changes in circulating AA-containing lipids and skin phospholipid metabolism, we examined the expression of several lipid transporter genes (Figure 6A–C).

Among the lipid transporter genes, the expression of genes involved in the transport of fatty acids, namely, solute carrier family 26 (fatty acid transporter) member 4 (*Slc27a4*, *p* = 0.059), showed an increasing trend, but this was not statistically significant, whereas genes associated with the transport of phospholipids, such as ATP-binding cassette subfamily member 1 (*Abca1*, *p* < 0.05) and scavenger receptor class B member 1 *(Scar1*, *p* < 0.005), exhibited a significant upregulation in the HF + AD group (Figure 6A,B). However, the low-density lipoprotein receptor (*Ldlr*) did not show a significant change (Figure 6C).

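Slc27a4 (chromosome 2, 29802634 to 29817522) had a log2(CPM + 1) of 7.49 ± 0.38 (SD, n = 5) in the AD group and 7.95 ± 0.36 (SD, n = 7) in the HF + AD group (two-sided exact permutation test, p = 0.0556). Its exact permutation p with a rank (Mann–Whitney) statistic was 0.106. Across all genes its log2 fold change was 0.46 (standard error 0.19, adjusted p = 0.148 from edgeR), and 4 of 7 HF + AD mice lay above all AD mice. Without 1 mouse the exact permutation p ranged from 0.0281 (HF + AD mouse 3) to 0.164 (AD mouse 1); it was 0.0394 without AD mouse 3 or 5, 0.133 without AD mouse 2 and 0.0974 without HF + AD mouse 5. Abca1 (chromosome 4, 53030787 to 53159895) rose from 4.78 ± 0.85 (SD, n = 5) to 5.76 ± 0.56 (SD, n = 7), with 3 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.0341). This p rose to 0.0879 without AD mouse 1, 0.0727 without AD mouse 4 or 5, 0.0606 without HF + AD mouse 1 or 2 and 0.0584 without HF + AD mouse 7. Its log2 fold change of 0.91 (standard error 0.35) did not pass after adjustment (adjusted p = 0.108 from edgeR), whereas it passed without AD mouse 2, at 1.26 (adjusted p = 0.0426; 0.0426 to 0.223 over 25 alternatives). Scarb1 (chromosome 5, 125277087 to 125341094) rose from 5.92 ± 0.34 (SD, n = 5) to 6.46 ± 0.28 (SD, n = 7), with 5 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.0139). A log2 fold change of 0.53 (standard error 0.18, adjusted p = 0.0686 from edgeR) was found across all genes. It passed in 5 of 25 alternatives (adjusted p from 0.0303 to 0.175), among them the fits without AD mouse 1 (0.65) and without HF + AD mouse 6 (0.60). Cd36 (chromosome 5, 17781690 to 17888801), which Fig. 6A also shows, was 5.45 ± 0.30 (SD, n = 5) and 5.35 ± 0.32 (SD, n = 7), a difference smaller than the SD (two-sided exact permutation test, p = 0.592).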

### 2.7. Imbalanced Phospholipid Metabolism Induced by High-Fat-Diet-Aggravated AD in HF + AD Mice

Transported fatty acids and phospholipids undergo modifications via the phospholipid de novo synthesis pathway and remodeling pathway. Therefore, we explored the 1-acylglycerol-3-phosphate O-acyltransferase (*APGAT*) family, which is associated with acyltransferase activity in both the de novo synthesis and remodeling pathways (Figure 6D). 

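All 7 genes of Fig. 6D had enough counts to be tested. Agpat2, Agpat3, Agpat6 and Agpat9 were higher in the HF + AD group, and Agpat1 (log2 fold change −0.21), Agpat4 (−0.25) and Agpat5 (−0.16) were lower. These directions held under each scaling, but Agpat4 was higher without AD mouse 5 (0.032) and Agpat9 was lower without AD mouse 2 (−0.21) or 3 (−0.12). An unadjusted p under 0.05 was found for Agpat3 and Agpat6, and no gene passed after adjustment over all genes tested or adjusted over the list alone. Without AD mouse 2, 1 gene passed over all genes tested. The number at an unadjusted p under 0.05 was 1 without AD mouse 4 or HF + AD mouse 6, and 0 without AD mouse 5.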

The mRNA expression of 1-acylglycerol-3-phosphate O-acyltransferase 6 *(Agpat6*, *p* < 0.05, Figure 6D) in the initial step of the de novo pathway increased significantly [19], along with that of 1-acylglycerol-3-phosphate O-acyltransferase 3 *(Agpat3*, *p* < 0.01), which displayed acyltransferase activity in the phospholipid de novo pathway and remodeling cycle, leading not only to the production of phosphatidic acid (PA) but also the remodeling of LPLs into the AA-containing PLs [20].

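The gene called Agpat6 has the current symbol Gpat4 and lies on chromosome 8 from 23171265 to 23208346. Its log2(CPM + 1) was 6.47 ± 0.30 (SD, n = 5) in the AD group and 6.88 ± 0.19 (SD, n = 7) in the HF + AD group, with 3 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.0215). The log2 fold change of 0.40 (standard error 0.15) had an adjusted p of 0.113 from edgeR. Without AD mouse 2 it was 0.53 (adjusted p = 0.0434; 0.0434 to 0.216 over 25 alternatives, under 0.05 in 2). Agpat3 (chromosome 10, 78269178 to 78352489) rose from 6.00 ± 0.21 (SD, n = 5) to 6.33 ± 0.15 (SD, n = 7), a difference larger than both SDs, and 5 of 7 HF + AD mice exceeded all AD mice (two-sided exact permutation test, p = 0.00758). For Agpat3 edgeR gave a log2 fold change of 0.33 (standard error 0.14, adjusted p = 0.136), and none of 25 alternatives called it.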

The levels of the *Lipin1* (*Lpin1*, *p* < 0.001) and CDP-diacylglycerol synthase 1 (*Cds1*, *p* < 0.05), which play a role in generating new PLs and TGs by converting PA to DG and CDP-DG, were significantly lower in the HF + AD than AD mice (Figure 6E). 

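Lpin1 (chromosome 12, 16535669 to 16610966) had a log2(CPM + 1) of 5.56 ± 0.21 (SD, n = 5) in the AD group and 4.92 ± 0.24 (SD, n = 7) in the HF + AD group, and all 7 HF + AD mice lay below all AD mice (two-sided exact permutation test, p = 0.00253). The study's unpaired test on these values reached the threshold that the paper states. Across all genes the log2 fold change was −0.65 (standard error 0.17, adjusted p = 0.0273 from edgeR). It passed in 19 of 25 alternatives (adjusted p from 0.00778 to 0.109) and did not without AD mouse 2 (adjusted p = 0.0632) or HF + AD mouse 1 (0.0587), 2 (0.0640) or 4 (0.0530). Cds1 (chromosome 5, 101765130 to 101823858) fell from 7.76 ± 0.30 (SD, n = 5) to 7.24 ± 0.28 (SD, n = 7), with 5 of 7 HF + AD mice below all AD mice (two-sided exact permutation test, p = 0.0177). Its log2 fold change was −0.52 (standard error 0.16, adjusted p = 0.0511 from edgeR). Of 25 alternatives, 10 called Cds1 (adjusted p from 0.0159 to 0.137), among them the fits without AD mouse 1 (−0.62) and without HF + AD mouse 5 (−0.62).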

The correlation matrix also revealed significant negative correlations between the expression of genes involved in converting PA into new PLs and TG and genes associated with each of the remaining pathways, including lipid transporter genes, phospholipase genes, and acyltransferase genes in phospholipid metabolism (Figure 6F).

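Correlations of log2(CPM + 1) over the 12 mice were computed for all 36 pairs of the 9 genes in Fig. 6F, with permutation tests of 100000 resamples and Benjamini–Hochberg adjustment over the 36. All 14 pairs of Lpin1 or Cds1 with another of these genes, apart from each other, had a negative Pearson's r, from −0.845 to −0.387 (median −0.621). An unadjusted p under 0.05 was found for 8 of the 14 and an adjusted p under 0.05 for 3. Lpin1 and Plcb1 had r = −0.845 (two-sided permutation test, p = 0.00064, adjusted p = 0.0230) and Spearman's rho = −0.795 (p = 0.0030). For Cds1 and Scarb1, r was −0.817 (two-sided permutation test, p = 0.00143, adjusted p = 0.0257) and rho was −0.734 (p = 0.00875). Cds1 and Pla2g4a had r = −0.766 (two-sided permutation test, p = 0.00289, adjusted p = 0.0347) and rho = −0.769 (p = 0.00505). No pair passed the adjusted threshold with Spearman's rho, with 9 under an unadjusted p of 0.05. Without the 2 mice farthest from the median of the gene on the x axis, r was −0.710, −0.655 and −0.712 for these 3 pairs, and none of the 14 passed after adjustment (7 unadjusted), while the median r of the 14 was −0.634. The number past the adjusted threshold was 0 without AD mouse 4 or HF + AD mouse 1, 5 without AD mouse 2, 1 without AD mouse 3 or HF + AD mouse 2, 3 or 7, and between 2 and 4 without any other mouse. A pooled r also holds the difference between groups. With group means removed, 8 of the 14 pairs were negative, 1 had an unadjusted p under 0.05 and 0 passed after adjustment. The 3 pairs then had r = −0.530 (p = 0.0928), −0.648 (p = 0.0330) and −0.496 (p = 0.131) in a permutation test. Within the 7 HF + AD mice, 11 of the 14 pairs were negative, 2 of them at an unadjusted p under 0.05 and 0 after adjustment, and the 3 pairs had r = −0.376, −0.419 and −0.388. Correlations within the 5 AD mice alone were not computed.

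**Figure D3:**
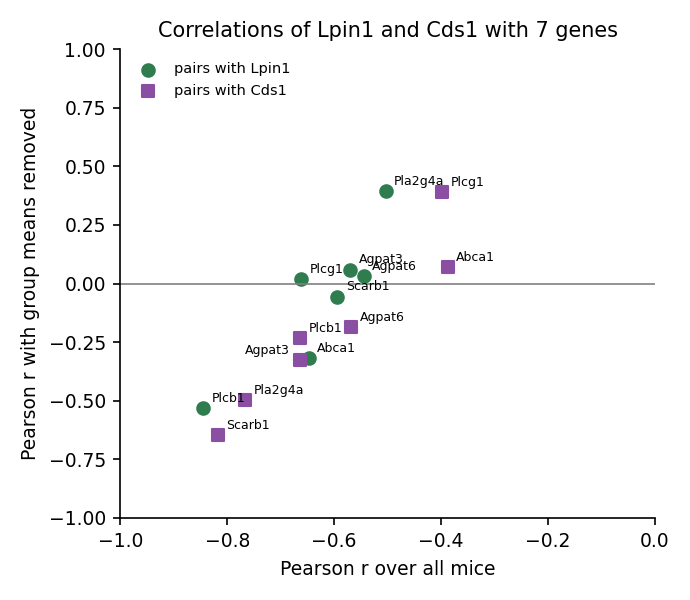
Pearson's r of Lpin1 (circles) and Cds1 (squares) with 7 other genes over all 12 mice (x axis) and with group means removed (y axis). All 14 pairs lie below 0 on the x axis, and 8 of them on the y axis.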

Taken together, this study demonstrated that the breakdown of transported phospholipids, rather than utilizing newly synthesized phospholipids as substrates for phospholipases, and skewed phospholipid metabolism are associated with AD exacerbation in HF + AD mice.

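The exact permutation p was adjusted (Benjamini–Hochberg) over 46 genes, which are those of the paper's text, Fig. 4D and Fig. 6 with the whole Dgk family, Il4 and Lep. Plcg1, Plcb1, Pla2g4a and Lpin1 had an adjusted p of 0.0290, Dgkz of 0.0348, Alox5ap of 0.0387 and Agpat3 of 0.0498. Dgka (0.0581), Scarb1 and Ptgdr2 (0.0639), Cds1 and Ptger2 (0.0678), Agpat6 (0.0760), Abca1, Il13, Dgkg and Dgkh (0.0991), Slc27a4 (0.135) and Il6 (0.185) did not pass. The study named many of these genes because they differed in these same mice, and adjustment over 46 genes does not account for that choice. Over all genes tested, Plcb1 (adjusted p = 0.0990 from edgeR), Pla2g4a (0.0822) and Agpat3 (0.136) did not pass. Plcg1 had too few counts for that test. Lipid levels were not analysed here.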

## 3. Discussion

In the present study, we demonstrated that mice with HF-diet-induced obesity developed more severe AD than non-obese mice. In the HF + AD model, an elevation in the levels of leptin, known for its secretion from adipose tissue and induction of systemic inflammation [21], was noted. Furthermore, we observed pronounced hyperplasia in the atopic lesions, accompanied by increased migration of inflammatory cells, including mast cells, to the skin. Additionally, higher levels of IgE and IL-4 in the blood were observed in the HF + AD group than in the AD and control groups. In this regard, previous studies also [22,23] pointed out that leptin secreted in the state of obesity activates the innate and adaptive immune systems, which leads to the secretion of cytokines and promotes the migration of leukocyte migration, thus exacerbating the symptoms of AD. However, in this study, we conducted lipidomics and transcriptomics analyses focusing on the lipid metabolism of an HF + AD animal model to better understand the pathological processes of AD in obesity.

The unbiased skin lipidomics results showed that the most significant changes in the skin of the HF + AD mice were associated with AA metabolism. Consistently, transcriptomics analysis revealed a significant increase in *Pla2g4*, which is involved in breaking down phospholipids to generate AA, and up-regulated expression of genes related to the AA pathway in the HF + AD state. Additionally, other phospholipases, such as *Plcb1* and *Plcg1*, connecting atopic inflammatory responses with lipid metabolism, also exhibited significant alterations.

*Pla2g4a* encodes the only PLA2 subtype that exhibits marked substrate specificity for AA-containing PLs and produces two important inflammation mediators: AA and LPLs [24,25]. Nakano et al. [26] demonstrated that AA released from mast cells plays an important role in enhancing IgE receptor (FceRI)-mediated signal transduction, degranulation, and cytokine release. In addition, AA-derived metabolites are key players in allergic diseases [27]. Additionally, LPLs, produced by PLA2, play a crucial role in allergic diseases. LysoPC stimulates leukocyte activation, T-lymphocyte chemotraction, and histamine release from mast cells [28,29,30]. It also serves as a precursor to PAF, a potent inflammatory mediator [31]. Furthermore, lysophosphatidic acid (LPA) activates histamine release from mast cells and skin fragments [32]. Therefore, the inhibition of phospholipase A2 has been proposed as a potential therapy for treating inflammatory skin diseases [33].

In this study, we hypothesized that increased levels of AA in the skin might be related to changes in circulating lipids in the HF + AD group. Therefore, we analyzed the relationship between AA and its metabolites in the plasma and skin. The PLs containing FA 20:4, FA 24:4, and FA 24:5 in plasma exhibited positive associations with various lipids containing FA 20:4, FA 24:4, and FA 24:5 in the skin, whereas TGs containing FA 20:4, FA 24:4, and FA 24:5 exhibited negative associations with lipids containing FA 20:4, FA 24:4, and FA 24:5 in the skin. Furthermore, levels of the lipid transporter gene, *Scarb1*, responsible for transporting phospholipids [34], were found to be significantly increased in the HF + AD mice.

To further investigate the metabolism of transported fatty acids and phospholipids beyond their hydrolysis by phospholipase, we analyzed genes associated with phospholipid metabolism. Particularly, we examined the expression of the *AGPAT* family involved in acyltransferase activity in PL de novo synthesis and remodeling pathways. The results showed an increase in the levels of *Agpat6*, playing a role in *GPAT* activity rather than *AGPAT* activity [19], in the HF + AD group. Additionally, there was a significant increase in the expression of *Agpat3*. Notably, *Agpat3* exhibits acyltransferase activity in de novo synthesis and remodeling pathways, particularly when AA is present as an acyl donor for various LPLs, including LPA, LPC, lysophosphatidylserine (LPS), and lysophosphatidylinositol [20]. These findings suggest that in the HF + AD condition, AA-containing PLs may be elevated, resulting in the upregulation of *Pla2g4a* and a more stimulated AA pathway that triggers inflammatory responses (Figure 6G).

The translocated or remodeled PLs were also hydrolyzed by phospholipase C, whose levels increased in the HF + AD model, and generated diacylglycerol (DG) and inositol trisphosphate (IP3), which served as second messengers in cell signal transduction [35]. We also observed higher levels of DGs, including AA, in the HF + AD group than in the AD and sham control groups (Supplementary Figure S1) and found up-regulated DG kinase (*Dgk*) responsible for phosphorylating DG to regenerate PA [36]. However, the expression of *Lpin1*, *Cds1*, and *Cds2,* crucial for generating DG and CDP-DG from PA and playing essential roles in TG and PL de novo synthesis, was significantly decreased in the HF + AD group [37,38]. These results suggest a potential accumulation of PA in the HF + AD state, which has deleterious effects, including the stimulation of proinflammatory cytokine secretion, as well as the generation of nitric oxide and prostaglandin E2 in macrophages [39]. Moreover, it modulates the Akt-dependent activation of the mammalian target of rapamycin-p70 S6 kinase 1 pathway, contributing to the induction of inflammatory mediators [39,40]. 

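Reads were counted on 10 genes of the Dgk family, 5 of which had enough counts to be tested. Of this family, Fig. 3C lists Dgkz, Dgkg and Dgkh. Dgkz (chromosome 2, 91932824 to 91975864) rose from a log2(CPM + 1) of 4.96 ± 0.60 (SD, n = 5) to 5.95 ± 0.26 (SD, n = 7), with 5 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.00379). Its log2 fold change of 0.94 (standard error 0.23) passed the adjusted threshold (adjusted p = 0.0216 from edgeR), as in 22 of 25 alternatives (adjusted p from 0.0030 to 0.0655). Dgka fell from 8.09 ± 0.14 (SD, n = 5) to 7.62 ± 0.26 (SD, n = 7), and all 7 HF + AD mice lay below all AD mice (two-sided exact permutation test, p = 0.0101). The log2 fold change of Dgka was −0.45 (standard error 0.14, adjusted p = 0.0475 from edgeR), and it passed in 9 of 25 alternatives (adjusted p from 0.0184 to 0.107). Among the 12 fits that left out 1 mouse it passed only without HF + AD mouse 3 and without HF + AD mouse 5. Dgke (0.21) was higher and Dgkd (−0.30) and Dgkq (−0.22) were lower, none past the threshold. No read of Dgkg or Dgkh was counted in an AD mouse, and reads were counted in 6 of 7 (two-sided exact permutation test, p = 0.0354) and 5 of 7 HF + AD mice (p = 0.0366). Of 100000 draws at the HF + AD level with each AD library's counts per molecule, 36.6% for Dgkg and 21.3% for Dgkh were as low as the AD counts. The exact permutation p of Dgkg was 0.0606 without any 1 AD mouse and 0.0736 without HF + AD mouse 1 or 4, and that of Dgkh was 0.0758 without any 1 AD mouse and 0.0606 without HF + AD mouse 1, 2, 3, 4 or 5. Dgki had 25 reads in AD mouse 3, no read in any other AD mouse and 0 to 9 reads per HF + AD mouse. Its log2(CPM + 1) was 0.36 ± 0.81 (SD, n = 5) in the AD group and 0.34 ± 0.37 (SD, n = 7) in the HF + AD group, with no rise (two-sided exact permutation test, p = 0.947). Dgkb and Dgkk had a single read each, too few for a comparison.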

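Cds2 (chromosome 2, 132263148 to 132312050) had a log2(CPM + 1) of 4.82 ± 0.65 (SD, n = 5) in the AD group and 4.84 ± 0.44 (SD, n = 7) in the HF + AD group, far less apart than mice of the same group (two-sided exact permutation test, p = 0.934). Its log2 fold change was −0.030 (standard error 0.29, adjusted p = 0.967 from edgeR), and its direction changed with the scaling: 0.022 with library totals alone. Leaving out 1 mouse at a time gave log2 fold changes from −0.21 (without AD mouse 3) to 0.20 (without AD mouse 1).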

In line with these previous results, we confirmed the alteration of PI3-Akt pathway and up-regulated expression of IL-6 in HF + AD compared with AD. In addition, we verified that these genes in phospholipid metabolism and AA levels were restored by AD treatment.

Phospholipids play a critical role in maintaining the integrity of the epidermal permeability barrier [41,42]. However, in the context of atopic stimulation, an increase in the levels of circulating arachidonic acid (AA) and AA-containing phospholipids may lead to excessive activation of phospholipase when they translocate to the skin. This excessive activation contributes to the immune response, potentially worsening atopic symptoms. Specifically, an imbalance in phospholipid metabolism, resulting in heightened AA and phosphatidic acid (PA)-mediated pathways in the skin of individuals with both high fat (HF)-diet-induced obesity and atopic dermatitis (AD), could exacerbate AD symptoms. Addressing this imbalanced phospholipid metabolism could offer a therapeutic approach to alleviating the exacerbated symptoms of AD induced by HF-diet-induced obesity. While our study sheds light on the interplay between lipid metabolism and inflammation in the HF + AD animal model, it may have limitations in terms of fully exploring the underlying molecular mechanisms. Further experiments and analyses are required to comprehensively elucidate these mechanisms in in vitro assays. Additionally, it is necessary to conduct further clinical studies to confirm our findings regarding dysregulated lipid metabolism as a potential therapeutic target, especially in regard to alleviating exacerbated symptoms of atopic dermatitis induced by HF-diet-induced obesity.

## 4. Materials and Methods

### 4.1. Animal Studies

Five-week-old male C57BL/6J mice were obtained from Saeron Bio Co. and housed in specific pathogen-free conditions. Mice were fed either a standard diet (sham) or a high-fat diet (HFD, D12492, Research Diets, New Brunswick, NJ, USA) for 10 weeks. AD-like lesions were induced using 0.5% DNCB solution applied thrice weekly for 6 weeks [43]. At the end of the experiment, mice underwent a 12 h fast before blood and tissue samples were collected. We performed euthanasia using anesthetic (240 mg/kg 2,2,2-tribromoethanol) for ethical considerations after concluding the experiment. Blood was collected in prechilled tubes containing 75 USP of heparin, and plasma was separated via centrifugation at 3000× *g* for 20 min at 4 °C. Additionally, skin tissues were collected, and some were fixed in 10% neutral-buffered formalin for histopathological examination, while others were rapidly frozen at −80 °C for RNAseq analysis. Prior to analysis, we utilized random sampling for each analysis due to a lack of samples. Further, the data points that fell outside the measurement confidence interval have been excluded.

### 4.2. Histological Analysis

Samples of equal size were taken from ears fixed in 10% neutral-buffered formalin for 24 h at 4 °C. Paraffin-embedded tissue sections (3–4 μm thick) were stained with hematoxylin and eosin (H&E). The sections were stained with toluidine blue to detect mast cells in the ears. The histological profiles of individual cross-sections of the samples were observed under a light microscope (Eclipse 80i; Nikon, Tokyo, Japan). To observe more detailed changes, the total thicknesses of the ear including cartilage, mean ear exterior epidermal thicknesses (μm), and number of inflammatory cells infiltrating the ear dermis (cells/mm2) were calculated under H&E staining using a computer-assisted image analysis program (iSolution FL ver 9.1, IMT i-solution Inc., Vancouver, British Columbia, Canada). In addition, mean mast cell numbers on the ear dermis (cells/mm2) under TB staining were also measured using a computer-assisted image analysis program according to previous methods with some modifications [44,45,46].

### 4.3. Measurement of Plasma Immunoglobulin E (IgE) and Interleukin-4 (IL-4)

The concentration of total IgE in plasma was measured using an enzyme-linked immunosorbent assay kit (Bethyl Laboratories Inc., Montgomery, TX, USA) according to the manufacturer’s instructions. For the analysis of IL-4 levels, plasma samples were assessed using the Bio-Plex Pro Mouse Cytokine Th1/Th2 Assay Kit (Bio-Rad Laboratories, Hercules, CA, USA). Additionally, the limits of detection (LLODs) and high limits of detection (HLODs) for various mediators, including IgE and Th1/Th2 mediators, are provided below (Table 2).

### 4.4. Lipidomics

For lipid analysis, skin (50 mg) and plasma (50 μL) samples were extracted from all mouse groups. Skin samples underwent homogenization (Precellys 24; Bertin Technologies, France) with 50% methanol and chloroform, while plasma samples were mixed with chloroform:methanol (2:1, *v*/*v*) and water. After centrifugation, the organic layer (lower phase) was dried and diluted for analysis. Lipid profiling was performed using ultra-high-performance liquid chromatography (UPLC; Acquity™ IClass; Waters, MA, USA) combined with quadrupole time-of-flight mass spectrometry (Q-TOF MS; Triple TOF™ 5600; Sciex, Toronto, ON, Canada) as previously described [47].

UPLC/Q-TOF MS data were processed using MS-Dial (RIKEN, Japan), as described by Lee et al. [48]. To ensure system stability, quality control (QC) samples were employed, which comprised a pool of all samples. These QC samples were analyzed every 10 runs. Features were identified as peaks with intensities greater than 5 times that of blank samples. Additionally, features with coefficients of variation below 20 in the QC samples were selected to assess detection precision. Lipid metabolites were identified based on an m/z and ms/ms spectral match using in silico-based metabolite databases, including Metlin (https://metlin.scripps.edu (accessed on 23 February 2024)), LIPID MAPS (www.lipidmaps.org (accessed on 23 February 2024)), MassBank of North America (http://mona.fiehnlab.ucdavis.edu (accessed on 23 February 2024)), and the Human Metabolome Database (HMDB, www.hmdb.ca (accessed on 23 February 2024)).

Partial least squares-discriminant analysis (PLS-DA) was performed using SIMCA-P+ software (version 14.0; Umetrics, Umea, Sweden), validated using permutation and CV-ANOVA tests. Lipid pathway enrichment analysis was performed using LIPEA (https://lipea.biotec.tu-dresden.de/home (accessed on 23 February 2024)).

### 4.5. RNA-Sequencing (RNA-Seq)

Total RNA was extracted from mouse skin tissue using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and assessed for quality using an Agilent 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands). RNA Integrity Number (RIN) values, as required by MIAME (Minimum Information About a Microarray Experiment) guidelines, are provided in Supplementary Table S1. RNA libraries were prepared with the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria) and sequenced using a NextSeq 500 system (Illumina, Inc., San Diego, CA, USA). Read count data were normalized using edgeR [49]. Enrichment analysis of gene sets was performed using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca (accessed on 23 February 2024)). Functional enrichment of DEGs (*p* < 0.05, >2.0-fold changes) was analyzed using ClueGO/CluePedia (2.5.9) plugin in Cytoscape (3.9.1), with Cerebral plugin used to arrange biological networks based on localization information [50].

### 4.6. Statistical Analysis

Statistical analyses were conducted using GraphPad Prism version 9 (GraphPad Software, La Jolla, CA, USA), with significance set at *p* < 0.05. Data are presented as mean ± standard error of the mean. One-way or two-way ANOVA followed by Tukey’s test were used for three-group comparisons, while the Kruskal–Wallis test with Dunn’s multiple comparison test was employed for non-Gaussian distribution data. Two-group comparisons were performed using a two-sided t-test or the Mann–Whitney U test for non-Gaussian distribution data.

## 5. Conclusions

In summary, our study has demonstrated that a high-fat (HF) diet can exacerbate symptoms of atopic dermatitis (AD) by disrupting lipid metabolism in the skin. Specifically, we found that an imbalance in phospholipid metabolism in the skin of HF-fed mice with AD may contribute to the increased inflammatory response observed in this group. This suggests a potential mechanism by which obesity could worsen AD symptoms. Addressing this imbalanced phospholipid metabolism could potentially provide a therapeutic target to alleviate the exacerbated AD symptoms induced by HF diet-induced obesity.

## Figures and Tables

**Figure 1:**
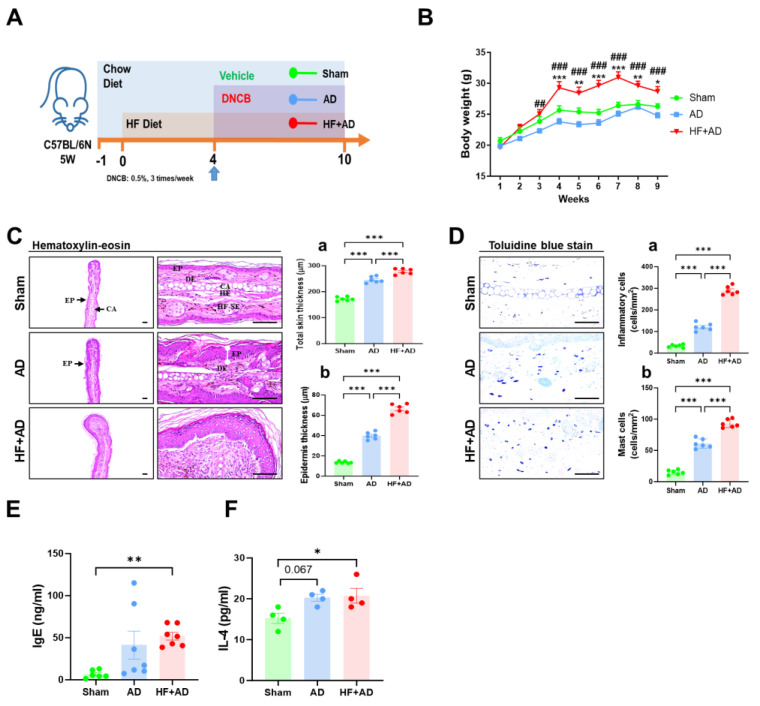
HF diet–induced obesity exacerbates DNCB–induced AD–like lesions. (**A**) Timeline of the experiments. (**B**) Body weight changes (sham, *n* = 6; AD, *n* = 7; HF + AD, *n* = 7), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. sham; ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. AD using two–way ANOVA. (**C**) Measurement of the thickness of total ear skin (**a**) and dermis (**b**) using hematoxylin and eosin staining microphotographs (*n* = 6 for all groups). (**D**) Measurement of levels of inflammatory cells (**a**) and mast cells (**b**) using toluidine blue staining (n = 6 for all groups). *** *p* < 0.001 estimated using one–way ANOVA with Tukey’s multiple comparisons tests. (**E**) Plasma IgE (sham, *n* = 6; AD, *n* = 7; HF + AD, *n* = 7), with ** *p* < 0.01 compared to the sham group according to Kruskal–Wallis test. (**F**) Plasma IL–4 (*n* = 4 for all groups). * *p* < 0.05 estimated using one–way ANOVA with Tukey’s multiple comparisons tests. HF, high–fat; DNCB, 2,4–dinitrochlorobenzene; AD, atopic dermatitis; DE, dermis; HF–SE, hair follicle–sebaceous gland; EP, epidermis; CA, ear cartilage; IgE, immunoglobulin E; IL–4, interleukin–4; IL–13, interleukin–13; ANOVA, analysis of variance.

**Figure 2:**
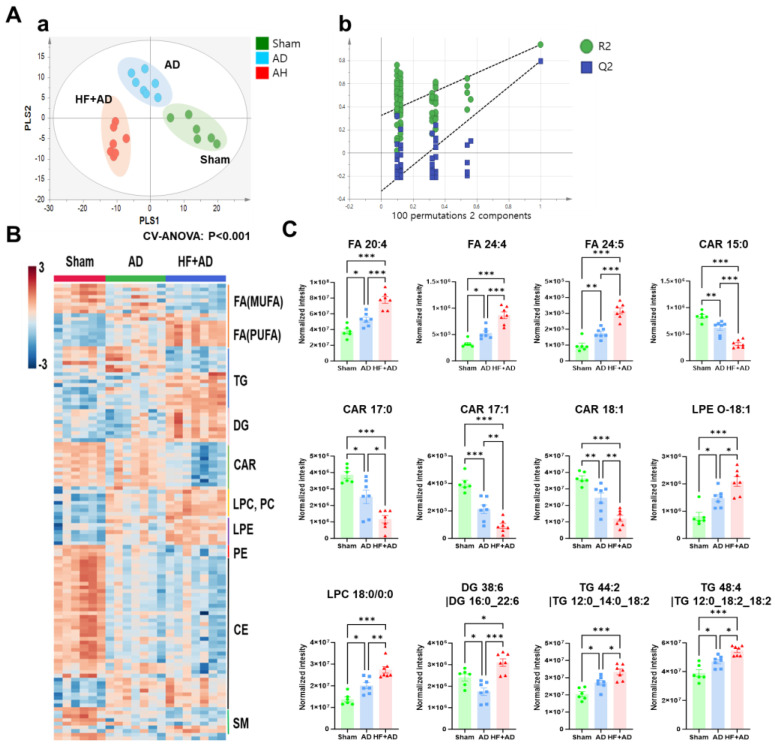
The untargeted lipidomics analysis indicates the differences in skin lipid metabolism among the sham, AD, and HF + AD groups. (**A**) PLS–DA score plot of skin lipid profiles obtained from sham, AD, and HF + AD mice (**a**). Validation of the PLS–DA model based on the 999–repeated permutation (**b**). (**B**) The pattern search analysis focused on significant skin lipids in the PLS–DA model based on the variable–importance–on–projection (VIP) values (given pattern: 1–sham, 2–AD, 3–HF + AD). (**C**) Skin lipid markers selected by the combination of VIP, pattern search, and one–way ANOVA tests. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 estimated using one–way ANOVA with Tukey’s multiple comparisons tests. Number of experiments: sham, *n* = 6; AD, *n* = 7; HF + AD, *n* = 7. HF, high–fat; AD, atopic dermatitis; FA, fatty acid; MUFA, Monounsaturated fatty acid; PUFA, Polyunsaturated fatty acid; TG, triglyceride; DG, Diglyceride; CAR, carnitine; LPC, Lysophosphatidylcholine; PC, Phosphatidylcholine; LPE, lysophosphatidylethanolamine; PE, Phosphatidylethanolamine; CE, Ceramide; SM, Sphingomyelin; VIP, variable importance on projection; ANOVA, analysis of variance.

**Figure 3:**
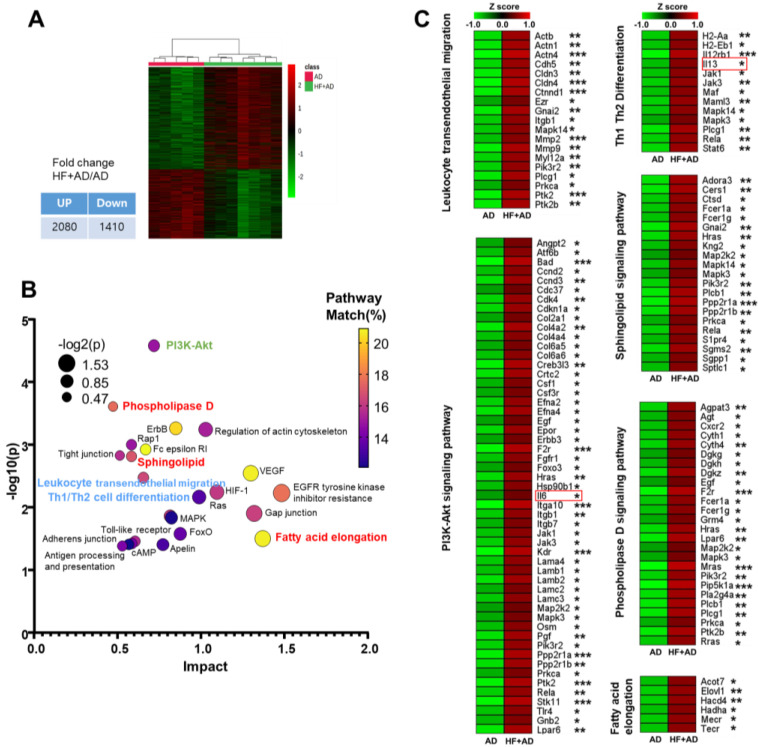
Transcriptomics reveals the differences in pathways related to the atopic immune responses and lipid metabolism between AD and HF + AD. (**A**) Heat map of RNA–seq data for differentially regulated genes in skin lesions (*p* < 0.05). (**B**) KEGG pathway enrichment analysis. (**C**) The altered genes in leukocyte transendothelial migration, PI3K–Akt signaling pathway, Th1 and Th2 cell differentiation, sphingolipid signaling pathway, phospholipase D signaling pathway, and fatty acid elongation. Number of experiments: AD, *n* = 7; HF + AD, *n* = 7. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 as determined via unpaired Student’s *t*-test. HF, high–fat; AD, atopic dermatitis; PI3K, phosphoinositide–3–kinase; Th1, T helper type 1 cell; Th2, T helper type 2 cell; ANOVA, analysis of variance.

**Figure 4:**
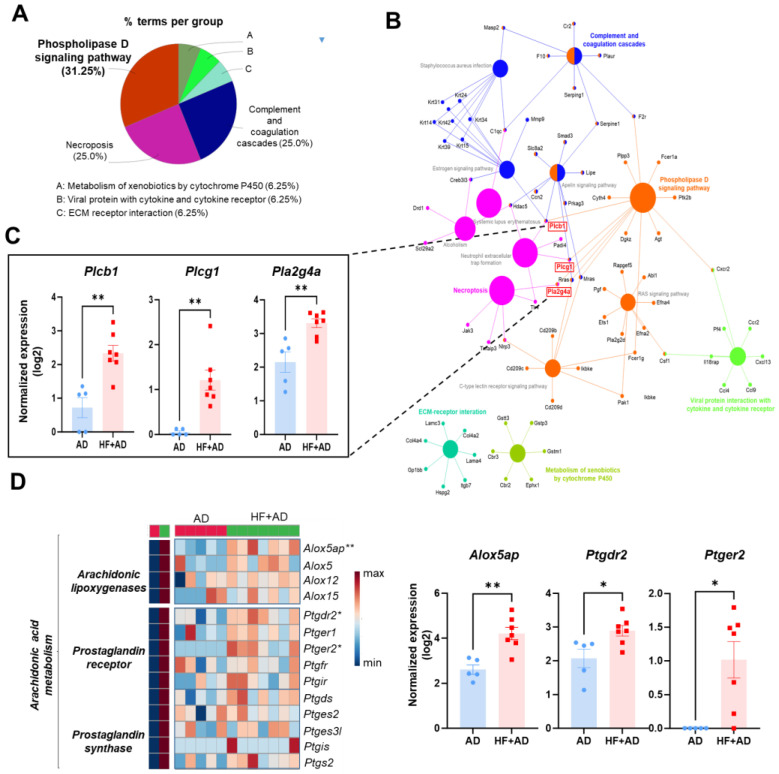
The enriched KEGG pathway network reveals the involvement of phospholipase activation in mediating the inflammatory response in the skin of HF + AD mice. (**A**) A pie chart with functional groups, including up-regulated genes in the HF + AD group. (**B**) Functionally grouped networks based on KEGG pathway with terms presented as nodes linked based on k score level (>3). (**C**) The expression of *Plcb1*, *Plcg1*, and *Pla2g4a*. These genes are co–expressed in the phospholipase D signaling and necroptosis pathways (**D**) The heatmap of genes in arachidonic acid metabolism (**left**) and the changes in *Alox5ap*, *Ptgdr2*, and *Ptger2* (**right**) between AD and HF + AD. Number of experiments: AD, *n* = 5; HF + AD, *n* = 7. * *p* < 0.05 and ** *p* < 0.01, according to Mann–Whitney U test. HF, high–fat; AD, atopic dermatitis; KEGG, Kyoto encyclopedia of genes and genomes; *Plcg1*; phospholipase C gamma 1, *Plcb1*; phospholipase C beta 1, *Pla2g4a*; phospholipase A2 group IVA, *Alox5ap*; arachidonate 5–lipoxygenase-activating protein, *Ptgdr2*; prostaglandin D receptor 2, *Ptger2*; prostaglandin E receptor 2; ANOVA, analysis of variance.

**Figure 5:**
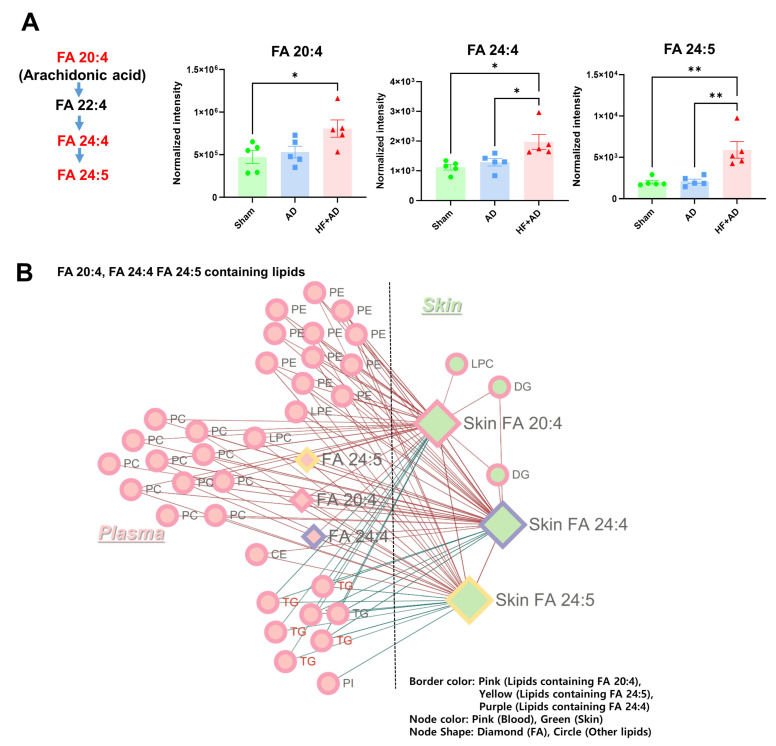
The levels of circulating AA are associated with alterations in both AA and its metabolites in the skin of mice with HF + AD. (**A**) The plasma levels of AA (FA 20:4) and metabolites (FA 24:4 and FA 24:5). (**B**) The results of the correlation network analysis between AA and its metabolites in the plasma and skin. Number of experiments: sham, *n* = 5; AD, *n* = 5: HF + AD, *n* = 5. * *p* < 0.05 and ** *p* < 0.01, estimated using one–way ANOVA with Tukey’s multiple comparisons tests. AA, arachidonic acid; HF, high–fat; AD, atopic dermatitis; FA, fatty acid; PE, phosphatidylethanolamine; PC, phosphatidylcholine; LPE, lysophosphatidylethanolamine; DG, diglyceride; PI, phosphatidylinositol; ANOVA, analysis of variance.

**Figure 6:**
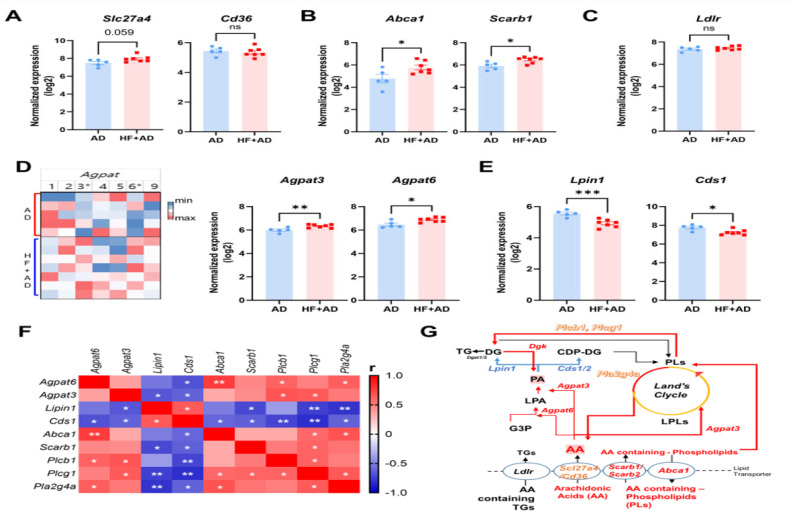
Alterations in the expression of genes related to lipid transport, the phospholipid de novo synthesis pathway, and the phospholipid remodeling pathway lead to an imbalance in phospholipid metabolism and an increase in AA levels in the skin of HF + AD mice. The expression of genes involved in the transport of (**A**) fatty acids (A, *Slc27a4* and *Cd36*), (**B**) phospholipids (*Abca1* and *Scarb1*), and (**C**) triglycerides (*Ldlr*). (**D**) Heatmap of AGPAT Family (**left**) and expression of *Agpat3* and *Agpat6* (**right**) in phospholipid de novo synthesis and remodeling pathways. (**E**) The expression of mRNA involved in phospholipid and triglyceride de novo synthesis (*Lpin1* and *Cds1*) (**F**) The correlations between mRNA expression in phospholipid metabolism. (**G**) The imbalance of phospholipid metabolism in the skin lesions of HF + AD mice. Number of experiments: AD, *n* = 5; HF + AD, *n* = 7. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001; two groups were compared using a two–sided *t*-test or, for non–Gaussian distribution data, the Mann–Whitney U test. HF, high–fat; AD, atopic dermatitis; *Scl27a4*, solute carrier family 26 (fatty acid transporter) member 4; *Abca1*, ATP–binding cassette subfamily member 1; *Scarb1*, scavenger receptor class B member 1; *Ldlr*, low–density lipoprotein receptor; *Agpat3*, 1–acylglycerol–3–phosphate O–acyltransferase 3; *Agpat6*, 1–acylglycerol–3–phosphate O–acyltransferase 6; *Lpin1*, Lipin1; *Cds1*, CDP–diacylglycerol synthase 1; TG, triglyceride; DG, diglyceride; PA, phosphatidic acid; LPA, lysophosphatidic; PLs, phospholipids; AA, arachidonic acids; G3P, glycerol 3–phosphate.

**Table 1:** The result of lipid pathway enrichment analysis.

Pathway Name	Converted Lipids	*p*-Value	Benjamin Correction	Bonferroni Correction
Arachidonic acid metabolism	100	8.52 × 10^−7^	5.11 × 10^−6^	5.11 × 10^−6^
Inflammatory mediator regulation of TRP channels	28.57	0.02	0.05	0.11
PPAR signaling pathway	14.29	0.06	0.12	0.39
Vascular smooth muscle contraction	14.29	0.06	0.12	0.61
Aldosterone synthesis and secretion	14.29	0.1	0.12	0.61
Serotonergic synapse	14.29	0.36	0.36	1

**Table 2:** Limits of Detection (LLODs) and High Limits of Detection (HLODs) for basic mediators (IgE) and Th1/Th2 mediators in IL–4 measured using the Bio–Plex assay.

	Mediators	LLODs	HLODs
Basic	IgE	1.37 ng/mL	1000 ng/mL
Th1/Th2	IL–4	0.36 pg/mL	5947 pg/mL

## Data Availability

Raw sequences and processed data were deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ (accessed on 10 March 2023)) with accession number GSE227042. Data presented in this study are available upon request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25084143/s1.

How the deposited data were processed for this re-analysis (not part of the article)

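Skin RNA of 5 AD and 7 HF + AD mice was measured by sequencing of the 3′ ends of mRNA, with 1 library per mouse, and each mouse was assigned to its group by its label. The authors deposited raw read counts per gene symbol. The paper states that counts were normalized with edgeR and does not name the aligner, the genome build, the counting program, or whether duplicate reads were removed. The deposited counts cover 23282 entries with 35 symbols listed more than once, and each entry was kept on its own. For 4677 entries no read was counted in any mouse. Totals per mouse lay between 9746937 and 13462434, and a count of 0 allows 3 counts, or between 0.223 and 0.308 CPM per library. Since no molecular identifiers are described, limits and intervals cover counting error only. Pearson's r between libraries across genes, which are not independent replicates, had a median of 0.883 within the AD group, 0.958 within the HF + AD group and 0.906 between the groups.

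The main comparison, HF + AD against AD, was made with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, a quasi-likelihood fit with condition as the only term, Benjamini–Hochberg adjustment over 14163 genes, threshold 0.05). TMM factors lay between 0.944 and 1.04. Other fits used limma 3.58.1 and DESeq2 1.42.0, and other steps Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Values of single genes are log2(CPM + 1) with TMM-scaled totals, a pseudocount of 1 and the SD over mice. Groups were compared by a two-sided exact permutation test over the 792 splits of 12 mice into 5 and 7. The study's unpaired two-group test with equal variances was applied to the same values, without choosing between tests by gene as the paper describes. Correlations used 100000 permutations, whose smallest p is 1e-05, and exact permutation within the 7 HF + AD mice. Gene positions and transcript GC content came from GENCODE M21 on GRCm38, with 1 transcript per gene, the longest protein-coding one where there is one. GC content was taken over the whole transcript, whereas the reads come from the 3′ end. A bias with the GC content of the 3′ ends themselves was not tested.

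Choices made before the data were examined were the main test, the lists read from Fig. 3C, Fig. 4B, Fig. 4D and Fig. 6D, the 13 marker lists, most of the alternatives and the rule for naming genes. By that rule, the genes named are those in the paper's text and in the legends of Fig. 4 and Fig. 6, the Dgk family, the other genes of Fig. 4D and Fig. 6D, Il4 and Lep (46 genes), and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean count of at least 20 and no overlap between groups. Of the genes under this rule, 2 were tested and are counted in the adjustments but are not reported here. Stat6, Elovl1 and Hadha, and the abundant genes of the marker lists named in the closing section, fall outside this rule and were chosen after their values were seen. The marker lists cover mast cells, T cells, macrophages and dendritic cells, neutrophils, adipocytes, skeletal muscle, the hair shaft, basal and suprabasal keratinocytes, hyperproliferative epidermis, sebocytes, dermal fibroblasts and endothelium. They were tested with camera (limma) on log2 CPM with a prior count of 2 and a preset correlation of 0.01. A list for the inner root sheath and follicle matrix and a list for pigment cells were written after the data were seen but before their own values were.

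The alternatives chosen in advance were DESeq2's size factors, library totals alone, no filter on low counts, at least 10 counts in every mouse, DESeq2's Wald test, limma-trend, the study's two-group test, a robust prior, the replicate number as a term, leaving out each mouse, a pseudocount of 0.1, a rank statistic, and for the marker lists fry and an estimated correlation. A further 4 were added after the data were seen: counts divided by the estimated counts per molecule, a correction of each library's trend with GC content in 20 bins, sample quality weights, and the study's two-group test without a filter. Counts per molecule were estimated for each library by fitting the share of zeros among genes with 10 to 200 counts expected from the other libraries of the group, with copies per molecule taken as equal.

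The steps were tested on simulated data in which 200 genes were changed by log2 folds of 1 to 2 in size. With a biological coefficient of variation of 0.2 alone, 191 of the 199 changed genes that were tested were called, and 12 unchanged genes. With each library's own counts per molecule added, 119 of 195 were called, and 11 unchanged genes. The estimate of counts per molecule lay between 1.07 and 1.38 times the value used to draw the counts. Another 20 data sets were simulated with no change between groups. Pathway and ClueGO enrichment were not rerun, since the pathway sets were not at hand, and lipid measurements were not analysed here.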

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

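The tests of molecules behind single high counts, of simulated data for the hair shaft list, of genes departing from the mean of the hair shaft and basal keratinocyte lists and of the largest changes were chosen only after the results they address were seen.

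In 11 of 137 groups of values, 1 mouse lay farther from the others than Dixon's 95% critical value allows, where 6.85 are given by chance. In log2(CPM + 1), these were Il6 in AD mouse 3 (0.49), Lep in AD mouse 2 (2.74), Alox5 in AD mouse 1 (2.03), Agpat1 in HF + AD mouse 5 (5.88), Dgka in AD mouse 3 (8.33), Dgkb in AD mouse 3 (0.14), Dgki in AD mouse 3 (1.82), Dgkk in HF + AD mouse 1 (0.11) and Cd209d in AD mouse 2 (0.14). The values of Dgkb, Dgkk and Cd209d are single counts. By the estimated counts per molecule, the 55 counts of Lep stand for 1.81 molecules, the 34 counts of Alox5 for 0.997 and the 25 counts of Dgki for 1.46, so that these high values may come from 1 or a few molecules copied many times. The 4 counts of Il6 stand for 0.233 molecules. No explanation was tested for Agpat1 and Dgka, with 303 to 672 counts of Agpat1 and 1921 to 3246 of Dgka per mouse, and no biological explanation was tested for any of these mice. Without AD mouse 1, the exact permutation p of Alox5 was 0.0424 and that of Agpat1 0.0242.

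The mean of the hyperproliferative epidermis list (8.39) and that of the dermal fibroblast list (7.46) were high in AD mouse 1 by the same criterion. The mouse was the highest of the AD group for 17 of the 19 genes of these lists, which argues against a few genes with extreme counts. It also had the most counts per molecule (34.1). A sample with more dermis or thicker epidermis, a difference in tissue taken, and a stronger response of this mouse stay open and were not tested. Without AD mouse 1, the hyperproliferative epidermis list passed the adjusted threshold, with a mean log2 change of 0.79.

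The mean of the hair shaft list, which the paper does not analyse, was 7.65 ± 0.22 (SD, n = 5) in the AD group and 8.33 ± 0.17 (SD, n = 7) in the HF + AD group, a difference of 0.68, and higher in 7 of 7 HF + AD mice than in any AD mouse (two-sided exact permutation test, p = 0.00126; adjusted p = 0.0164 over 13 lists). The list was written for the growing (anagen) follicle and is not limited to genes of the shaft itself. Of its 15 genes, 8 were higher at an adjusted p under 0.05, and 2 are in the paper's lists. Its most abundant gene, Tchh, had 3923 CPM in the AD group and 3911 CPM in the HF + AD group, whereas Krt71 rose from 866 to 1443 CPM. A correction for transcript GC content left a mean log2 change of 0.53. In 20 simulations with no change and each library's counts per molecule, the mean of the list rose by at most 0.15. This argues against a trend with transcript GC content and against few molecules, lost alike for all genes, as the whole source. A list for the inner root sheath and follicle matrix, with no gene in common, was higher by 0.36 (two-sided exact permutation test, p = 0.0101, 5 of 7 mice), although 9 of its 14 genes were higher and 1 passed the adjusted threshold. It also covers the growing follicle, so it does not stand for a separate compartment. A list for pigment cells, which growing follicles also hold, was lower by −0.49 (two-sided exact permutation test, p = 0.0278), which argues against more pigment cells. Of the 15 genes of the hair shaft list, 4 departed from the mean of the list at an adjusted p under 0.05. Genes of the growing follicle need not rise alike where its stage differs, and the stage is not known. These departures therefore do not decide whether more follicles in growth explain the rise in full or in part. Whether the diet, the stage of the hair cycle or the place of sampling lies behind it was not tested.

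The mean of the basal keratinocyte list was 8.17 ± 0.10 (SD, n = 5) in the AD group and 8.55 ± 0.17 (SD, n = 7) in the HF + AD group, a difference of 0.38 with 6 of 7 HF + AD mice above all AD mice (two-sided exact permutation test, p = 0.00379; adjusted p = 0.0246 over 13 lists). Of its 8 genes, 2 are in the paper's lists. Krt5 rose from 2863 to 5022 CPM and Krt14 from 764 to 1576 CPM, whereas Dst was 285 and 256 CPM. After the correction for GC content the mean log2 change was 0.32. If the share of basal keratinocytes were higher and nothing else changed, the genes would rise alike, but 7 of the 8 departed from the mean of the list at an adjusted p under 0.05. A change of expression within these cells and a rise of another cell type that shares some of these genes stay open as untested explanations.

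Among the largest changes under the rule for naming genes, 7 lie outside the genes the paper lists. The log2 fold changes were 8.38 for Tssk4 (adjusted p = 0.00459 from edgeR), 4.83 for Gm13032 (0.00811), 3.96 for Myct1 (0.0316), −2.90 for Art5 (0.00960), −2.64 for Asb11 (0.0151), −2.59 for Spata7 (0.00666) and −1.90 for Gm9199 (0.0267). The rule asks for no overlap between the groups, so that the agreement of 7 of 7 HF + AD mice and the exact permutation p (0.00126 for each of the 7 except Myct1, 0.00253) follow from it and are no further evidence. Tssk4 had no count in any AD mouse and was at least 3.58-fold higher, against the 0.991 CPM that 3 molecules in the AD libraries together stand for, and its fitted change is not a measured size. After the correction for transcript GC content, 7 of 7 were past the adjusted threshold. In 20 simulations with no change and each library's counts per molecule, 0 genes passed. There between 347 and 411 rose and between 324 and 383 fell at an unadjusted p under 0.05. This argues against a trend with transcript GC content and against few molecules, lost alike for all genes, as the whole source. With counts divided by counts per molecule, 0 of the 7 had enough counts to be tested. Myct1 did not pass without AD mouse 3 or 4 or HF + AD mouse 1, 2, 6 or 7 (adjusted p from 0.0505 to 0.0714), and Gm9199 did not without AD mouse 3 or HF + AD mouse 1, 2, 4 or 6 (from 0.0500 to 0.0618). Reads shared with paralogs could not be tested from counts and stay open for the Gm genes. An effect of the diet stays open as well, as a hypothesis.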

How the results depend on the processing

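The alternatives with counts per molecule, GC correction, sample quality weights and the two-group test without a filter were chosen only after the data were seen. Where a value below differs from the main one, the cause was not tested, apart from fewer genes tested under a stricter filter and fewer mice where 1 was left out.

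Of the 1303 genes past the adjusted threshold (627 higher, 676 lower), 358 (159 higher) were past it under each of the 24 alternatives other than the replicate block. The number was 1302 with DESeq2's size factors (1283 shared), 1259 with library totals alone (1142 shared), 1217 of 18605 without a filter (1149 shared), 1552 of 10814 with at least 10 counts in every mouse (1237 shared), 1558 with limma-trend (1245 shared), 1332 with a robust prior (1285 shared), 1428 of 10998 with counts divided by counts per molecule (1205 shared) and 1159 with the GC correction (998 shared). Counted by direction, it moved by more than 1.5 times in others. For genes higher it was 988 with DESeq2's Wald test and 329 with sample quality weights, and for genes lower 437 with these weights. The two-group test gave 433 lower, and without a filter 365 higher and 321 lower. Without a filter 2687 genes were higher at an unadjusted p under 0.05. At an unadjusted p under 0.05, the number of genes higher by more than 2-fold was 1486 without a filter, 342 with at least 10 counts in every mouse and 1270 with limma-trend. The number of genes lower by more than 2-fold was 391 without a filter, 126 with the two-group test (130 without a filter) and 121 with counts divided by counts per molecule. The median log2 change of all genes was 0.023 with edgeR's test and TMM, 0.12 without a filter, 0.15 with limma-trend, 0.11 with the two-group test and 0.12 with sample quality weights.

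The replicate numbers do not pair the mice of the 2 groups. Deviations of same-numbered mice from their group had r = 0.0744, −0.0360, −0.124, 0.0840 and 0.0384 across genes. With the replicate block, 100 genes were higher and 92 lower at an adjusted p under 0.05, 183 of them among the 1303, with 3 genes of Fig. 3C, 6 of Fig. 4B and 0 of Fig. 4D, and at an unadjusted p under 0.05 there was 1 gene of Fig. 4D and 1 of Fig. 6D. The log2 fold change was 1.72 for Alox5ap and −0.74 for Lpin1, both no longer past the adjusted threshold, 0.020 for Cds2, 2.47 for Alox15, 0.35 for Ptgfr and −0.0051 for Ptges3l. The median log2 change of all genes was 0.14. The block takes up residual degrees of freedom, so that lost calls are not read as a smaller effect.

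Among the lists, the 40 genes of Fig. 3C past the adjusted threshold became 63 with DESeq2's Wald test, 18 with sample quality weights and 23 with the two-group test without a filter. The 29 genes of Fig. 4B became 52 with DESeq2's Wald test and 16 with sample quality weights, and the 59 at an unadjusted p under 0.05 became 35 with at least 10 counts in every mouse. For Fig. 4D, the 2 genes at an unadjusted p under 0.05 became 4 without a filter, 4 with limma-trend and 1 with the GC correction, and the 1 gene at an adjusted p became 2 without a filter and 0 with sample quality weights. For Fig. 6D, 1 gene was left at an unadjusted p under 0.05 with the GC correction, and 1 passed the adjusted threshold with sample quality weights.

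Some single genes came past the adjusted threshold. Plcb1 did with DESeq2's Wald test (log2 fold change 2.50), limma-trend (2.73) and the two-group test with and without a filter (1.61). Pla2g4a did with at least 10 counts in every mouse (1.25), DESeq2's Wald test (1.24), limma-trend (1.36), the two-group test (1.15) and counts divided by counts per molecule (1.29). Scarb1 did with library totals alone (0.58), at least 10 counts in every mouse (0.54) and DESeq2's Wald test (0.52), and Agpat6 with sample quality weights (0.54). Cds1 did with DESeq2's size factors (−0.53), at least 10 counts in every mouse (−0.51), DESeq2's Wald test (−0.53), limma-trend (−0.52), a robust prior (−0.52), counts divided by counts per molecule (−0.53), the GC correction (−0.57) and sample quality weights (−0.57). With sample quality weights, Alox5ap (1.68) and Lpin1 (−0.59) were no longer past it.

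Other genes, none of them past the threshold, changed direction. With the GC correction these were Cd36 (0.085), Ptgfr (0.046), Ptges2 (−0.042) and Ptges3l (−0.086). Ptges3l did so with DESeq2's size factors and its Wald test (−0.0073 and −0.0072). With sample quality weights they were Cd36 (0.0069), Cds2 (0.16), Alox15 (0.43) and Ptgfr (0.69). Cds2 also rose with library totals alone (0.022), limma-trend (0.028), the two-group test with and without a filter (0.025) and counts divided by counts per molecule (0.068). Alox15 rose with library totals alone (0.0059), limma-trend (1.18) and the two-group test with and without a filter (0.29), and Ptgfr with limma-trend (0.42) and the two-group test with and without a filter (0.25). With a rank (Mann–Whitney) statistic, the direction changed for Cds2 (exact permutation p = 1), Ptges2 (0.755), Ptges3l (1) and Dgki (0.505), and with a pseudocount of 0.1 for Dgki (0.699). The rank statistic also left the exact permutation p of Abca1 no longer under 0.05, and that of Slc27a4 was 0.106.

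Of the 14 pairs of Lpin1 or Cds1 with another gene, 3 were past the adjusted threshold with Pearson's r. There were 0 with Spearman's rho (9 at an unadjusted p under 0.05), 0 with group means removed (1 unadjusted), 0 within the 7 HF + AD mice (2 unadjusted) and 0 without the 2 mice farthest from the median (7 unadjusted). With group means removed r became positive for Lpin1 with Agpat6 (0.032), Agpat3 (0.060), Plcg1 (0.019) and Pla2g4a (0.39) and for Cds1 with Abca1 (0.070) and Plcg1 (0.39). Within the 7 HF + AD mice it was positive for Lpin1 with Agpat3 (0.20) and Plcg1 (0.037) and for Cds1 with Plcg1 (0.52).

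Of the 13 marker lists, 2 passed the adjusted threshold with camera's preset correlation, the hair shaft and skeletal muscle lists, and 0 with an estimated correlation. With fry the hair shaft list (adjusted p = 0.00136) and the basal keratinocyte list (0.0205) passed and the skeletal muscle list did not (0.0923). The direction that camera gives the suprabasal keratinocyte list changed with fry (mean log2 change 0.074) and with counts divided by counts per molecule (0.085). The T cell list has no value with counts divided by counts per molecule, since none of its genes was left.

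Over the 12 fits that each left out 1 mouse, the number of genes past the adjusted threshold ranged from 335 (without HF + AD mouse 1) to 766 (without AD mouse 1) higher and from 314 (without HF + AD mouse 2) to 766 (without HF + AD mouse 5) lower. For the lists, it ranged from 20 to 44 for Fig. 3C, from 18 to 37 for Fig. 4B and from 0 to 1 for Fig. 6D, and at an unadjusted p under 0.05 from 1 to 4 for Fig. 4D and from 0 to 2 for Fig. 6D. Log2 fold changes ranged from 0.70 to 1.26 for Abca1, 0.44 to 0.65 for Scarb1, 0.33 to 0.53 for Agpat6, −0.72 to −0.58 for Lpin1, −0.62 to −0.43 for Cds1, −0.21 to 0.20 for Cds2, −0.38 to 0.93 for Alox15, −0.046 to 1.76 for Ptger1, −0.38 to 0.57 for Ptgfr, −0.13 to 0.17 for Ptges2, −0.081 to 0.096 for Ptges3l, −0.42 to 0.032 for Agpat4 and −0.21 to 0.51 for Agpat9. The exact permutation p ranged from 0.0346 to 0.142 for Il6, 0.488 to 0.970 for Cds2, 0.0879 to 1 for Lep, 0.239 to 0.967 for Ptgfr, 0.367 to 0.942 for Ptges2, 0.536 to 0.965 for Ptges3l, 0.333 to 0.845 for Dgke and 0.152 to 1 for Dgki. The number of pairs past the threshold ranged from 0 (without AD mouse 4 or HF + AD mouse 1) to 5 (without AD mouse 2). The mean log2 change ranged from 0.21 to 0.82 for the mast cell list and from −0.12 to 0.34 for the suprabasal keratinocyte list, and from 2 to 5 marker lists passed (5 without AD mouse 1, 4 without HF + AD mouse 4).

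For the other genes that were named, these 12 fits moved 21 log2 fold changes out of the adjusted threshold and changed the direction of 27. Of the exact permutation p of the other genes, 23 were no longer and 14 newly under 0.05, and the direction changed in 22. Correlations of single pairs lost the adjusted threshold in 17 cases and gained it in 3.

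The depth limits what can be said of genes with few counts. By the estimated counts per molecule, 3 molecules in the 5 AD libraries together stand for 0.991 CPM. Il13, Il6, Plcg1 and Ptger2 had too few counts for the filter, so that no fitted change is given for them. Against the 0.991 CPM that 3 molecules in the AD libraries together stand for, Ptger2 was at least 1.23-fold higher, although 5.81% of 100000 draws at the HF + AD level were as low as its AD counts. No fold is given for Il13, Il6 and Plcg1. Without a filter, the adjusted p from edgeR was 0.0271 for Plcg1, 0.0309 for Ptger2, 0.0698 for Il13 and 0.310 for Il6, and with the two-group test without a filter it was 0.0474, 0.100, 0.134 and 0.252.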

Differences from the paper's values

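The asterisks of Fig. 6F were compared with the correlations only after these were seen.

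In the main setting, no value stated in the text or read from a figure differed from the value computed here by the criteria applied (more than the SD between mice, and more than 1.5 times). A p that the paper states only as a threshold, as for Scarb1, was not among these values and is taken up below. For Slc27a4 the paper gives 0.059, and the study's two-group test gave p = 0.0604 here. With a rank (Mann–Whitney) statistic its exact permutation p was 0.106, which differed from the paper's value by these criteria. The exact permutation p of Slc27a4 also differed in some fits without 1 mouse. The AD mean of Plcg1 differed with a pseudocount of 0.1. The paper's 2080 genes higher and 1410 lower stand beside 1743 and 1808 with edgeR's test and 2216 and 1685 with the study's two-group test. Higher genes outnumber lower ones in the paper and with the two-group test, but not with edgeR's test.

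The paper states that Il6 is significantly higher in the HF + AD group. Its exact permutation p was 0.0846, and it was under 0.05 only without HF + AD mouse 4 or without HF + AD mouse 5 (0.0346 each).

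The paper states that Cds2 is significantly lower in the HF + AD group. Its log2 fold change was −0.030 (adjusted p = 0.967 from edgeR), and none of the alternatives called it.

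The paper states that Dgk is up-regulated, and of this family its Fig. 3C lists Dgkz, Dgkg and Dgkh. Dgkz was higher (0.94), past the adjusted threshold. Dgkg and Dgkh had no read in any AD mouse, but loss of molecules could by itself give AD counts this low. Dgka, which is in neither Fig. 3C nor Fig. 4B, was lower (−0.45), past the adjusted threshold.

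The threshold that the paper's text gives for Scarb1 was not reached. The exact permutation p was 0.0139, its lowest value over the fits that left out 1 mouse was 0.00649 (without HF + AD mouse 6), and the study's two-group test gave 0.0134.

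Several genes that the paper calls by single tests were not past the adjusted threshold of edgeR's test, or had too few counts for it. Plcg1 (adjusted p = 0.0271) and Ptger2 (0.0309) were called by edgeR's test without a filter, and Plcg1 (0.0474) but not Ptger2 (0.100) by the two-group test without a filter, chosen after seeing the values. Il13 and Il6 were called by neither. Plcb1 was called with DESeq2's Wald test, limma-trend and the two-group test, and, without a filter, with the two-group test chosen after seeing the values. Pla2g4a was called with at least 10 counts in every mouse, DESeq2's Wald test, limma-trend and the two-group test, and with counts divided by counts per molecule, which was chosen after seeing the values. Scarb1 was called with library totals alone, at least 10 counts in every mouse, DESeq2's Wald test, and without AD mouse 1 or HF + AD mouse 6. Abca1 was called without AD mouse 2, and Agpat6 without AD mouse 2 and with sample quality weights, chosen after seeing the values. Cds1 was called with DESeq2's size factors, at least 10 counts in every mouse, DESeq2's Wald test, limma-trend, a robust prior, and without AD mouse 1 or HF + AD mouse 5, and also with counts divided by counts per molecule, the GC correction and sample quality weights, all chosen after seeing the values. Ptgdr2 and Agpat3 were called by none of them, with exact permutation p of 0.0126 and 0.00758.

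Fig. 6F marks 22 of 36 pairs as significant. With Pearson's r, 18 pairs had an unadjusted p under 0.05, and 18 of the 36 were alike in being marked or not. With Spearman's rho, 18 pairs had an unadjusted p under 0.05 and 24 were alike. The figure shows Lpin1 and Plcb1 without a mark and in its palest blue, whereas r was −0.845, and it marks Cds1 and Plcg1 among its strongest pairs, whereas r was −0.398 (p = 0.202 in a permutation test).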

Other observations

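The tests of thinned libraries, of genes at 0, of variation by abundance, of the trend with GC content, of other splits for the number of genes at an adjusted or unadjusted p under 0.05, of the study's two-group test on simulated data, of muscle genes departing from their mean, of draws of AD counts for Dgkg and Dgkh and without 1 HF + AD mouse and of the labels of Fig. 6F were chosen only after the results they address were seen.

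AD libraries detected fewer genes than HF + AD libraries. The ranges stayed apart by 467 genes once each library was thinned to the smallest total, which argues against sequencing depth as the source. Each AD library also held 60 to 557 genes at 0 against 30 or more counts expected from the other AD libraries (1 to 18 in the HF + AD group). Genes with counts in at least 3 of the 4 other AD libraries are not silent in AD skin, and after thinning each AD library had 185 to 1316 of these at 0, at least 90 more than any HF + AD library. This argues against genes silent in AD skin as the whole source. Since the excess was only 93 and 90 in AD mice 4 and 5, it does not exclude that silent or less expressed genes account for much of the difference there. The coefficient of variation within the AD group was 2.75 times that within the HF + AD group for genes of 0 to 2 log2 CPM and 1.21 times over 8 log2 CPM, which is consistent with fewer distinct molecules in the AD libraries. Whether this comes from the RNA, such as its amount or integrity, or from library preparation was not tested, and the labels give no batch.

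Simulated data with no change between groups and each library's own counts per molecule gave more rises than falls among genes with low counts, but fewer than observed. In the fifth of lowest expression the excess at an unadjusted p under 0.05 was 46 to 76 in 20 simulations against 138 observed (182 higher, 44 lower). With the study's two-group test it was 383 to 473 over all genes against 531 observed, with 719 to 803 rises in the absence of any change, so that few molecules may account for part of the rises under that test but not for all. The number higher by more than 2-fold with that test was 290 to 364 against 809 observed. With edgeR, 0 genes passed the adjusted threshold in any simulation (324 to 411 in each direction at an unadjusted p under 0.05), and the study's test gave up to 8.

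The number of genes past the adjusted threshold was 1428 with counts divided by counts per molecule and 1159 with the GC correction. Other splits of the mice gave at most 5. This argues against a trend with transcript GC content and against few molecules, lost alike for all genes, as its whole source. A loss of molecules that differs between genes was not tested, since dividing a library by a single number cannot undo it. Of 100 splits of the 12 mice into 5 and 7, the real one included, 1 gave as many genes at an adjusted p under 0.05, 1 as many at an unadjusted p under 0.05 and 1 as many changed by more than 2-fold, in each case the real one. The largest numbers in the other splits were 2698 at an unadjusted p and 532 by more than 2-fold. Counts per molecule did not overlap between the real groups, whereas each other split mixes their libraries. The splits therefore cannot tell an effect of the diet from a difference in library quality.

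Genes with a high GC content tended to rise and those with a low GC content to fall (Spearman's rho = 0.163 between log2 fold change and GC content across 14050 genes, which are not independent replicates). The trend was 0.225 among 5946 genes over 5 log2 CPM, where missing molecules matter little, and 0.156 with abundance held fixed, which argues against few molecules and against low abundance as its source. For each library, GC content was also correlated with the deviation of log2 CPM from the gene's mean over all mice, for genes over 5 log2 CPM. This rho was −0.132 ± 0.143 (SD, n = 5) in the AD group and 0.126 ± 0.0744 (SD, n = 7) in the HF + AD group (two-sided exact permutation test, p = 0.00505). Its sign is relative to the other libraries and gives no trend of expression with GC content inside a library. A bias of library preparation and a biological difference in the genes expressed both stay open. After the GC correction, rho between log2 fold change and GC content was −0.024.

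For genes with few counts, AD counts were drawn 100000 times with each AD library's counts per molecule, at the level of an HF + AD mouse picked at random for each library. The draws were as low as observed in 36.6% of cases for Dgkg, 33.8% for Il13, 29.2% for Il6, 21.3% for Dgkh and 8.19% for Ptgdr2, and in at least 5.14% without any 1 HF + AD mouse, so that loss of molecules could by itself give AD counts this low for these genes. They were as low in 1.40% for Pla2g4a, 0.915% for Plcb1 and 0.053% for Alox5ap, and in at most 2.04%, 1.65% and 0.124% without any 1 HF + AD mouse, which argues against it as the whole source there. The test leaves Ptger2 and Plcg1 open. For Ptger2 it gave 5.81%, and 4.88%, 2.77% and 3.32% without HF + AD mouse 4, 5 and 6, and for Plcg1 3.41%, and 6.34% without HF + AD mouse 4. The counts per molecule were overestimated on simulated data, by 1.07 to 1.38 times, so that these percentages are on the high side.

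The mean log2 change and adjusted p of the marker lists with camera were 0.51 (0.935) for mast cells, 0.68 (0.549) for T cells, 1.24 (0.0769) for macrophages and dendritic cells, 1.54 (0.362) for neutrophils, 0.43 (0.541) for adipocytes, −0.77 (5.27e-04) for skeletal muscle, 0.72 (8.87e-05) for the hair shaft, 0.38 (0.362) for basal keratinocytes, 0.074 (0.888) for suprabasal keratinocytes, 0.36 (0.549) for hyperproliferative epidermis, −0.29 (0.0519) for sebocytes, 0.36 (0.549) for dermal fibroblasts and 0.55 (0.467) for endothelium. The size of some of these changes depended on the scale. With log2(CPM + 1) the difference between groups was 0.12 for the T cell list and 0.24 for the adipocyte list. Genes of the T cell list went both ways with edgeR, with log2 fold changes of −2.13 for Cd3g and −1.04 for Icos, but 0.87 for Cd2 and 0.63 for Cd3d. No direction is therefore read from the T cell list. Nor is one read from the neutrophil list, where 4 of the 6 genes tested were higher. Its log2 fold changes with edgeR were −1.53 for S100a8 and −1.57 for S100a9, but 5.61 for Mmp9. Of 100 splits of the mice 68 gave at least 2 lists past the threshold, so that the number of lists past it does not set the real groups apart, and no call held with an estimated correlation. Macrophages and dendritic cells passed without AD mouse 1, where the mean log2 change was 1.48, and without HF + AD mouse 4 or 6, and sebocytes passed without AD mouse 1 or 4 or HF + AD mouse 2 or 4. No gene is in more than 1 list, and the paper's lists hold 1 gene of the macrophage list, 3 of the neutrophil list, 1 of the adipocyte list and 2 of the endothelium list.

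The mean of the skeletal muscle list was lower by −0.76 in the HF + AD group, with 5 of 7 mice below all AD mice (two-sided exact permutation test, p = 0.0278; adjusted p = 0.111 over 13 lists). Acta1 fell from 716 to 434 CPM and Myl1 from 756 to 245 CPM, whereas Mylpf was 79.6 and 116 CPM. After the GC correction the mean log2 change was −0.82, which argues against a trend with transcript GC content as the source. The GC content of the 3′ ends that were read was not tested. If less muscle was taken with the skin, its genes would fall alike, but 3 of the 10 departed from the mean of the list at an adjusted p under 0.05, so that less muscle could be only part of the explanation. An effect of the diet on muscle in the skin was not tested.

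Il4 mRNA had no count in any AD mouse and 0 to 2 counts per HF + AD mouse (two-sided exact permutation test, p = 0.470), and for Lep mRNA the exact permutation p was 0.875, and 0.0879 without AD mouse 2, whose 55 counts stand for 1.81 molecules by the estimated counts per molecule. The paper reports IL-4 in plasma and the level of leptin, which were not analysed here.

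The marks of Fig. 6F were compared with Spearman's p under 0.05 with the labels as printed and with labels exchanged. As printed, 24 of 36 pairs were alike. With Lpin1 and Cds1 exchanged, and Plcb1 and Plcg1 exchanged as well, 32 were alike, the most that any of the 362880 orders of the 9 labels gave and reached by 5 of them. With Plcb1 and Plcg1 alone exchanged the number was 30, and with Lpin1 and Cds1 alone exchanged it stayed at 24. With Pearson's p, 18 were alike as printed and 26 with both exchanges, which 2090 of the orders reached or passed and the best of which gave 30. An exchange of labels in the figure is a candidate explanation, found and tested on the same figure.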
